# Prenatal Glucocorticoid Exposure Modifies Endocrine Function and Behaviour for 3 Generations Following Maternal and Paternal Transmission

**DOI:** 10.1038/s41598-017-11635-w

**Published:** 2017-09-18

**Authors:** Vasilis G. Moisiadis, Andrea Constantinof, Alisa Kostaki, Moshe Szyf, Stephen G. Matthews

## Abstract

Fetal exposure to high levels of glucocorticoids programs long-term changes in the physiologic stress response and behaviours. However, it is not known whether effects manifest in subsequent generations of offspring following maternal (MT) or paternal (PT) transmission. We treated pregnant guinea pigs with three courses of saline or synthetic glucocorticoid (sGC) at a clinically relevant dose. Altered cortisol response to stress and behaviours transmitted to juvenile female and male F_2_ and F_3_ offspring from both parental lines. Behavioural effects of sGC in F_1_-F_3_ PT females associated with altered expression of genes in the prefrontal cortex and hypothalamic paraventricular nucleus (PVN). Exposure to sGC programmed large transgenerational changes in PVN gene expression, including type II diabetes, thermoregulation, and collagen formation gene networks. We demonstrate transgenerational programming to F_3_ following antenatal sGC. Transmission is sex- and generation-dependent, occurring through both parental lines. Paternal transmission to F_3_ females strongly implicates epigenetic mechanisms of transmission.

## Introduction

Glucocorticoids (GC) are a potent developmental trigger during pregnancy. The late-gestation GC surge promotes rapid maturation of fetal organs, including the lungs and brain^1^. However, fetal exposure to high levels of GC prior to the surge, either through maternal stress or treatment with synthetic glucocorticoids (sGC), alters the trajectory of development and programs stress-associated behaviours (e.g. locomotor activity, attention, anxiety) through altered gene expression in the medial prefrontal cortex (mPFC) and hypothalamic-pituitary-adrenal (HPA) axis^2–5^.

Women at risk for preterm birth between 24–34 weeks gestation receive sGC to improve infant respiratory outcomes^6^. While a single course of sGC is currently the gold-standard therapy, during the 1990’s and early 2000’s multiple course treatment with sGC was common^7,8^. Antenatal exposure to multiple courses of sGC has been associated with hyperactivity^9^, impaired attention^10,11^, and neurodevelopmental impairment^12^ in young children and animals^2^. It is imperative that the long-term effects of antenatal exposure to multiple courses of sGC continue to be investigated since the use of a ‘rescue’ (i.e. a second) course of sGC has recently re-introduced the practice of multiple course administration^13,14^.

While emerging evidence indicates that antenatal exposure to sGC modifies cardiometabolic and endocrine phenotypes across two generations^15–19^, the effects on HPA activity and stress-related behaviours past the second generation (F_2_) are not known. Furthermore, only a few studies have investigated programming by antenatal sGC via the paternal line^19,20^ though there is strong evidence for paternal transmission to F_2_ and F_3_ following antenatal exposure to stressors^21–24^. We investigated whether antenatal exposure to sGC in the guinea pig can affect HPA activity and stress-related behaviours in juvenile offspring across multiple generations. The guinea pig was chosen as a model since they share similar patterns of brain development and placentation with the human, and the long gestation, approximately 69 days, allows for targeting specific phases of development^25,26^. Additionally, the primary GC in guinea pigs is cortisol (as in humans), as compared to corticosterone in mice and rats. We focused our investigation on juvenile offspring since previous studies have indicated that prenatal exposure to sGC results in particularly strong neuroendocrine and behavioural effects in children and young animals. We hypothesized that prenatal sGC exposure results in modified: 1) HPA responsiveness to stress; 2) locomotor activity, anxiety-like behaviour, and sensorimotor gating (attention); 3) altered transcription of key regulatory genes in the mPFC; and 4) altered patterns of gene expression in the PVN. These effects would manifest across three generations, be sex-specific, and depend on the route of transmission (maternal vs. paternal). We show that; 1) transgenerational inheritance in mammals via the paternal lineage does occur, and 2) the effects of a clinically relevant dose of antenatal sGC can be transmitted over multiple generations. These findings have major implications for the study of developmental health and disease.

## Results

### Reproduction

There was no significant effect of sGC treatment on breeding parameters (age at conception-females 110.0 d ± 1.44; males 137.6 d ± 4.5, number of breeding attempts, length of gestation, pregnancy weight gain, litter size and sex ratio) in the F_0-_F_2_ pregnancies (data not shown). There was a trend towards exposure to sGC (F_0_) increasing the length of gestation for the F_2_ paternal transmission (PT) pregnancy compared to Veh (Veh 68.5 d ± 0.40, sGC 69.6 d ± 0.35; t_23_ = 2.003; P = 0.053). The breeding paradigm is presented in Fig. 1.

**Figure 1:**
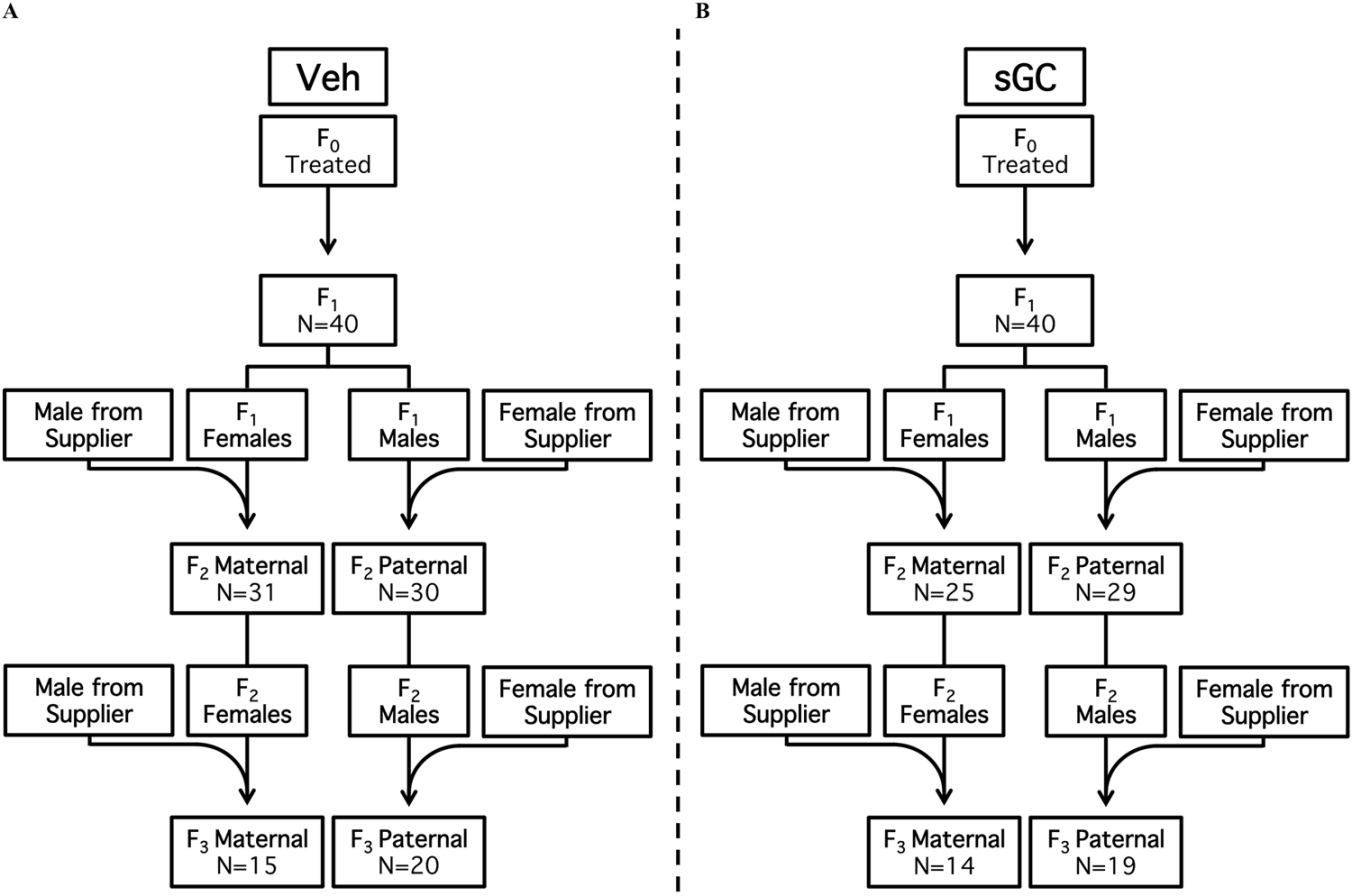
Breeding scheme for (**A**) Veh and (**B**) sGC groups. Maternal (Mat) and paternal (Pat) lines originate from F_1_ female and male breeders (respectively). N represents the total number of independent litters for each treatment, breeding line and generation.

### Growth

#### F_1_ & F_2_

There was no significant effect of sGC treatment on body measures (body length, abdominal circumference, head length and circumference), birth weight, or weight gain in F_1_ or F_2_ offspring for either transmission route (data not shown).

#### F_3_

Exposure to sGC (F_0_) increased abdominal circumference compared to Veh in PT males on PND 0 and 20 (PND 0: Veh 8.06 cm ± 0.18, sGC 8.23 cm ± 0.27; PND20: Veh 10.75 cm ± 0.25, sGC 11.33 cm ± 0.22; F_(1, 23)_ = 5.012; P < 0.05). Exposure to sGC also reduced adrenal:body-weight ratio for PT females (Veh 2.00e-4 ± 7.41e-6, sGC 1.73e-4 ± 5.85e-6; t_16_ = 2.804; P < 0.05). There were no other effects of sGC treatment on growth for either transmission route (data not shown).

### HPA Function

There was an effect of time as a repeated measure at all ages for all groups (Fig. 2A and B; P < 0.05).

**Figure 2:**
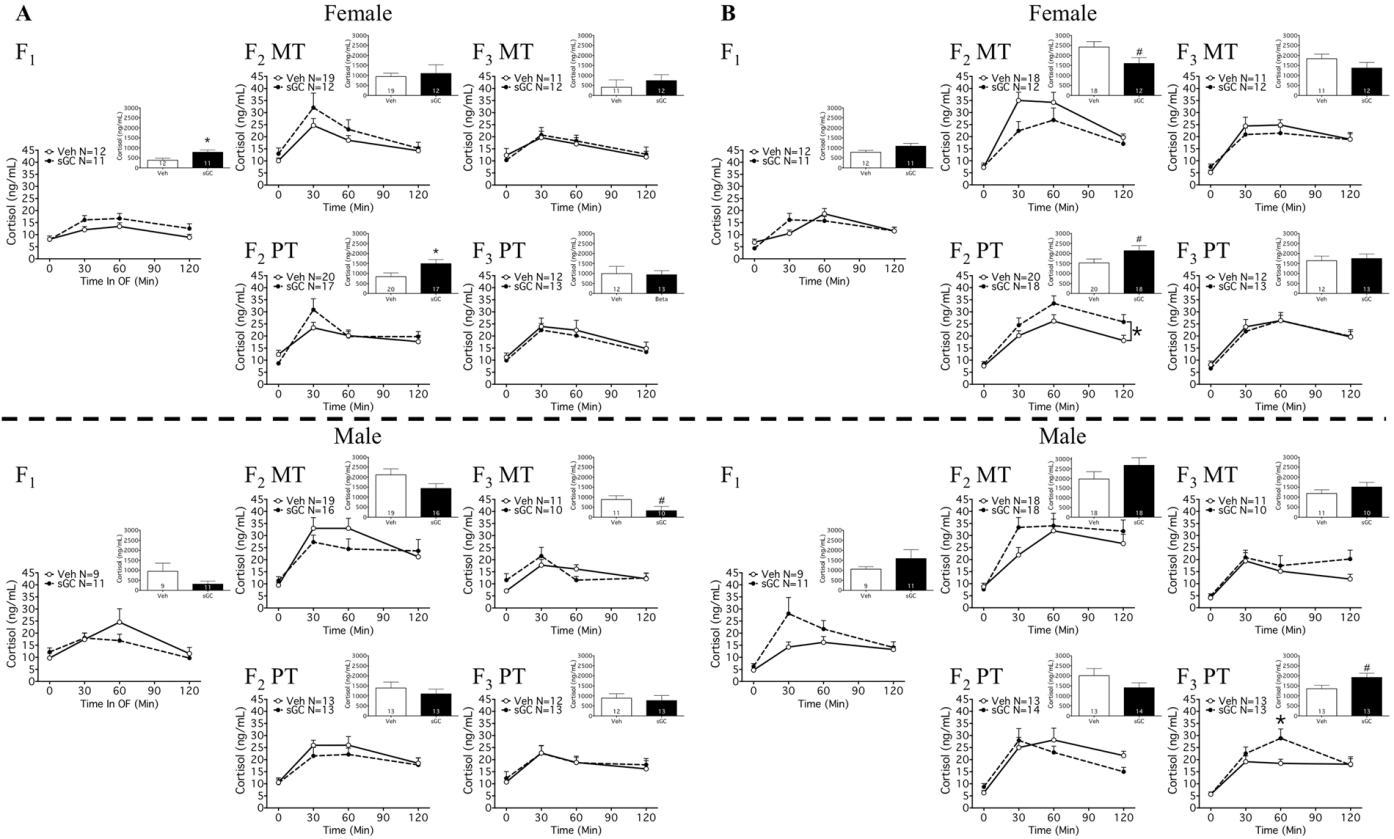
HPA response to open field stress on (**A**) PND 19 and (**B**) PND 24 for F_1_-F_3_ female and male MT (Maternal Transmission) and PT (Paternal Transmission) offspring. Veh (Vehicle) open symbols, sGC (synthetic glucocorticoid) closed symbols. Insert: salivary cortisol AUC_N_ (net area under the curve). Data are expressed as mean ± SEM. A significant difference between Veh and sGC groups is represented as follows: *P < 0.05; ^#^P < 0.075.

#### F_1_

Antenatal treatment with sGC resulted in an increased cortisol response to open field (OF) stress compared with Veh for females on PND 19 (Fig. 2A; AUC_N_; t_20_ = 2.596; P < 0.05). There were no effects of treatment with sGC on HPA response to stress for females on PND 24 or for males (Fig. 2A and B).

#### F_2_

Exposure to sGC (F_0_) resulted in an increased cortisol response for PT females on PND 19 (Fig. 2A; AUC_N_; t_35_ = 2.348; P < 0.05), and a greater total cortisol response to stress for PT females on PND 24 (Fig. 2B; AUC_T_: Veh 2441.0 ng/mL ± 194.3, sGC 3143.0 ng/mL ± 247.1; t_36_ = 2.255; P < 0.05). There was a trend towards exposure to sGC (F_0_) reducing the cortisol response to stress compared to Veh for maternal transmission (MT) females on PND 24 (Fig. 2B; AUC_N_; t_28_ = 2.021; P = 0.053). There were no effects of sGC exposure on HPA response to stress for F_2_ MT and PT males (Fig. 2A and B).

#### F_3_

There was an interaction between treatment and time on the cortisol response to stress for PT males on PND 24 (Fig. 2B; F_(3, 72)_ = 3.383; P < 0.05), and post-hoc analysis revealed increased cortisol at 60 min compared to Veh (Veh 18.48 ng/mL ± 1.74, sGC 28.87 ng/mL ± 3.86; Tukey HSD; P < 0.05). There were trends towards exposure to sGC reducing cortisol response to stress compared to Veh for MT males on PND 19 (Fig. 2A; t_19_ = 1.906; P = 0.072) and increasing cortisol response to stress for PT males on PND 24 (Fig. 2B: AUC_N_; t_24_ = 2.051; P = 0.051). There were no effects of sGC exposure on HPA response to stress for MT or PT females (Fig. 2A and B).

### Open Field Behaviour

#### F_1_

Antenatal treatment with sGC resulted in increased total activity in the OF compared to Veh for females (Fig. 3A; t_35_ = 2.251; P < 0.05) and males on PND 19 (Fig. 3A; t_33_ = 2.039; P < 0.05). There was a trend towards sGC treatment increasing total activity compared to Veh for females on PND 24 (Fig. 3B; t_35_ = 1.958; P = 0.058). There were also trends towards treatment with sGC increasing the distance traveled compared to Veh for males on PND 19 (Veh 833.2 cm ± 158.7, sGC 1233.0 cm ± 143.2; t_33_ = 1.875; P = 0.070) and females on PND 24 (Veh 582.9 cm ± 117.4, sGC 1213.0 cm ± 243.9; t_33_ = 1.947; P = 0.058). There were no effects of sGC treatment on total locomotor activity for males on PND 24 (Fig. 3A and B), distance traveled by females on PND 19 and males on PND 24 (data not shown), or on the percent of time that F_1_ offspring spent at the perimeter of the OF chamber (data not shown).

**Figure 3:**
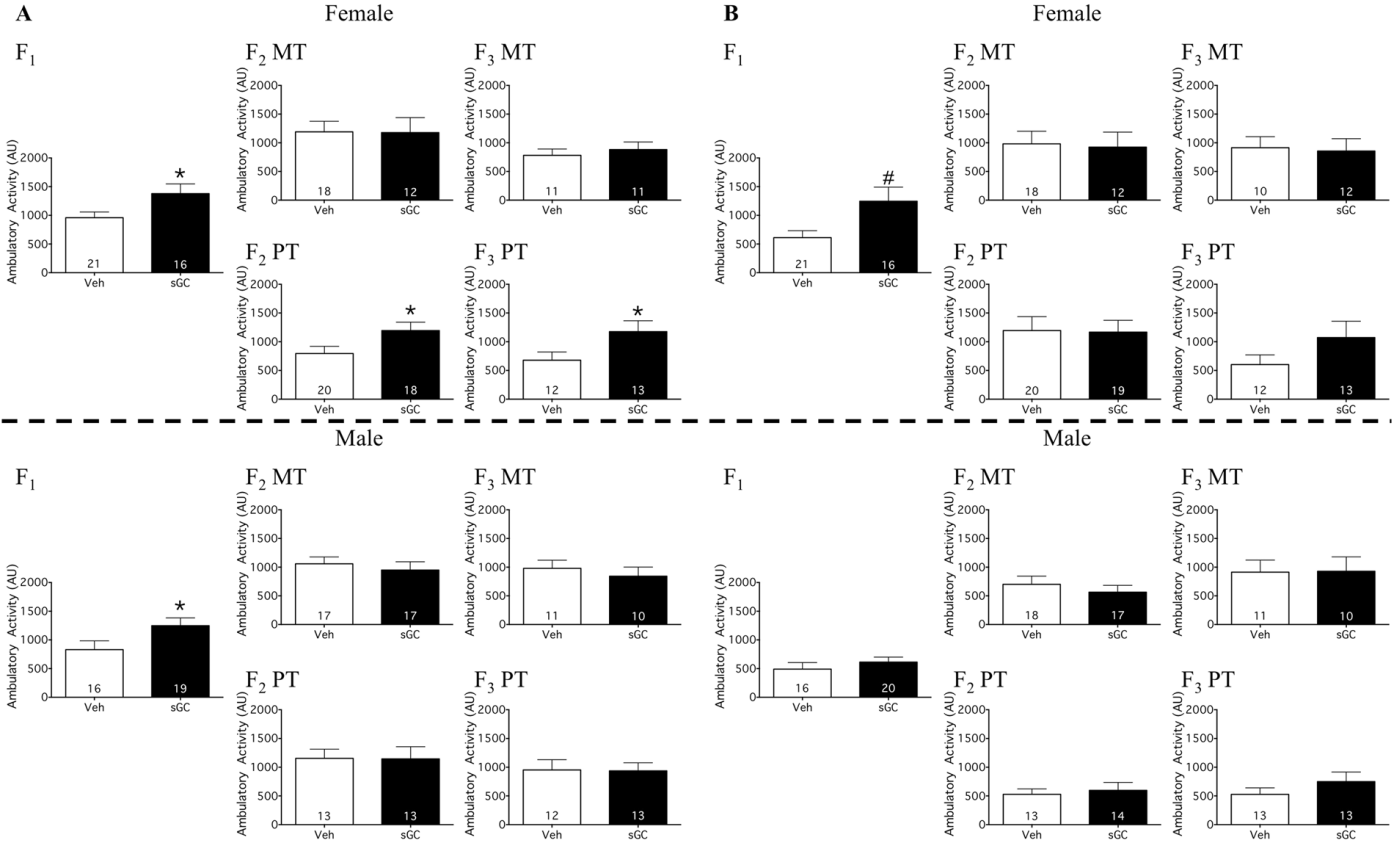
Total locomotor activity in the open field on (**A**) PND 19 and (**B**) PND 24 for F_1_-F_3_ female and male MT (Maternal Transmission) and PT (Paternal Transmission) offspring. Veh (Vehicle) open bars, sGC (synthetic glucocorticoid) closed bars. Data are expressed as mean ± SEM. A significant difference between Veh and sGC groups is represented as follows: *P < 0.05; ^#^P < 0.075.

#### F_2_

For PT females, exposure to sGC (F_0_) resulted in increased total activity (Fig. 3A; t_36_ = 2.092; P < 0.05), increased distance traveled (Veh 797.3 cm ± 130.0, sGC 1196.0 cm ± 146.6; t_36_ = 2.042; P < 0.05), and reduced the percent time spent around the perimeter compared to Veh on PND 19 (Veh 96.9% ± 0.92, sGC 88.3% ± 1.66; U = 38; P < 0.05). There were no effects of exposure to sGC on total locomotor activity (Fig. 3A and B), distance traveled (data not shown), or the percent time spent around the perimeter (data not shown) for MT offspring, PT females on PND 24, or PT males.

#### F_3_

Exposure to sGC (F_0_) resulted in increased total locomotor activity compared to Veh for PT females on PND 19 (Fig. 3A; t_23_ = 2.065; P < 0.05). There was a trend towards sGC increasing the distance traveled compared to Veh for PT females on PND 19 (Veh 668.0 cm ± 145.2, sGC 1173.0 cm ± 196.3; t_23_ = 2.038; P = 0.053). Exposure to sGC also reduced the percent of time around the perimeter compared to Veh for MT males on PND 19 (Veh 91.84% ± 3.14, sGC 57.0% ± 10.21; U = 22; P < 0.05). There was a trend towards sGC reducing the percent of time around the perimeter compared to Veh for PT females on PND 24 (Veh 96.71% ± 1.51, sGC 92.55% ± 1.38; t_23_ = 2.036; P = 0.053). There were no effects of exposure to sGC on total locomotor activity (Fig. 3A and B) or distance traveled (data not shown) for MT offspring, PT males, or PT females on PND 24. There were also no effects of exposure to sGC on the percent of time around the perimeter (data not shown) for MT females, MT males on PND 24, PT females on PND 19, or PT males.

### Acoustic Startle Response and Prepulse Inhibition

There was an effect of prepulse as a repeated measure at all prepulse intensities in all groups (Fig. 4B; P < 0.05), indicating that percent inhibition increased as a function of prepulse intensity.

**Figure 4:**
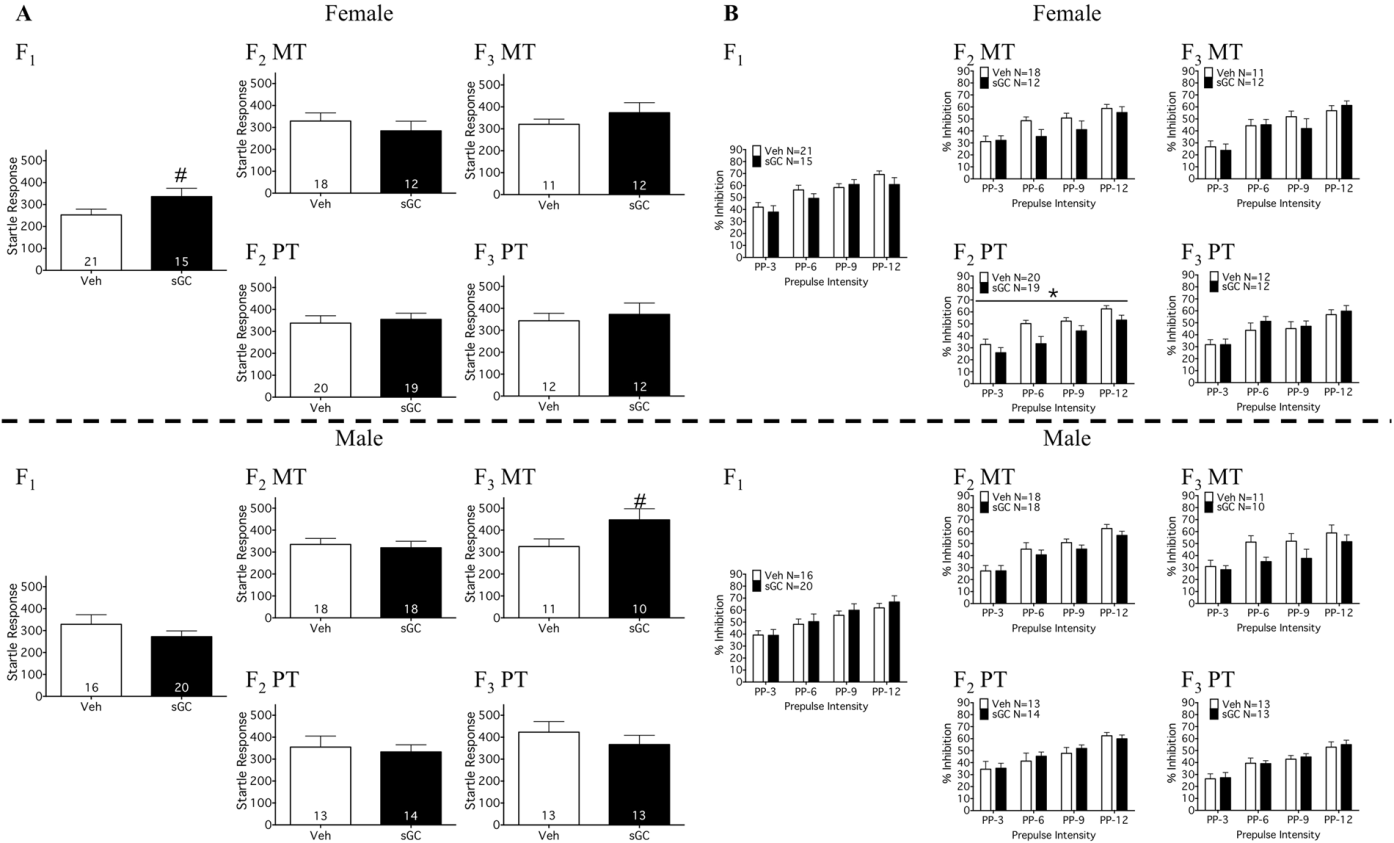
(**A**) Acoustic startle response (ASR; PND 23) and (**B**) percent inhibition of the startle response at increasing prepulse intensities (PPI; PND 23) for F_1_-F_3_ female and male MT (Maternal Transmission) and PT (Paternal Transmission) offspring. Veh (Vehicle) open bars, sGC (synthetic glucocorticoid) closed bars. Data are expressed as mean ± SEM. A significant difference between Veh and sGC groups is represented as follows: *P < 0.05; ^#^P < 0.075.

#### F_1_

There was no significant effect of sGC treatment on the ASR or PPI for F_1_ offspring (Fig. 4A and B), but there was a trend towards increased ASR compared to Veh for females (Fig. 4A; t_34_ = 1.864; P = 0.071).

#### F_3_ & F_3_

There were no effects of exposure to sGC on the ASR in F_2_ or F_3_ (Fig. 4A), though there was a trend towards increased ASR compared to Veh for F_3_ MT males (Fig. 4A; t_19_ = 2.003; P = 0.06). Exposure to sGC resulted in reduced PPI compared to Veh for F_2_ PT females (Fig. 4B; F_(1, 37)_ = 5.08; P < 0.05). There were no effects of exposure to sGC on PPI for F_2_ or F_3_ MT offspring, F_2_ PT males, or F_3_ PT offspring (Fig. 4B).

### Locomotor Activity: Home Cage

There was an effect of time of day on locomotor activity in all groups (Fig. 5A; P < 0.05).

**Figure 5:**
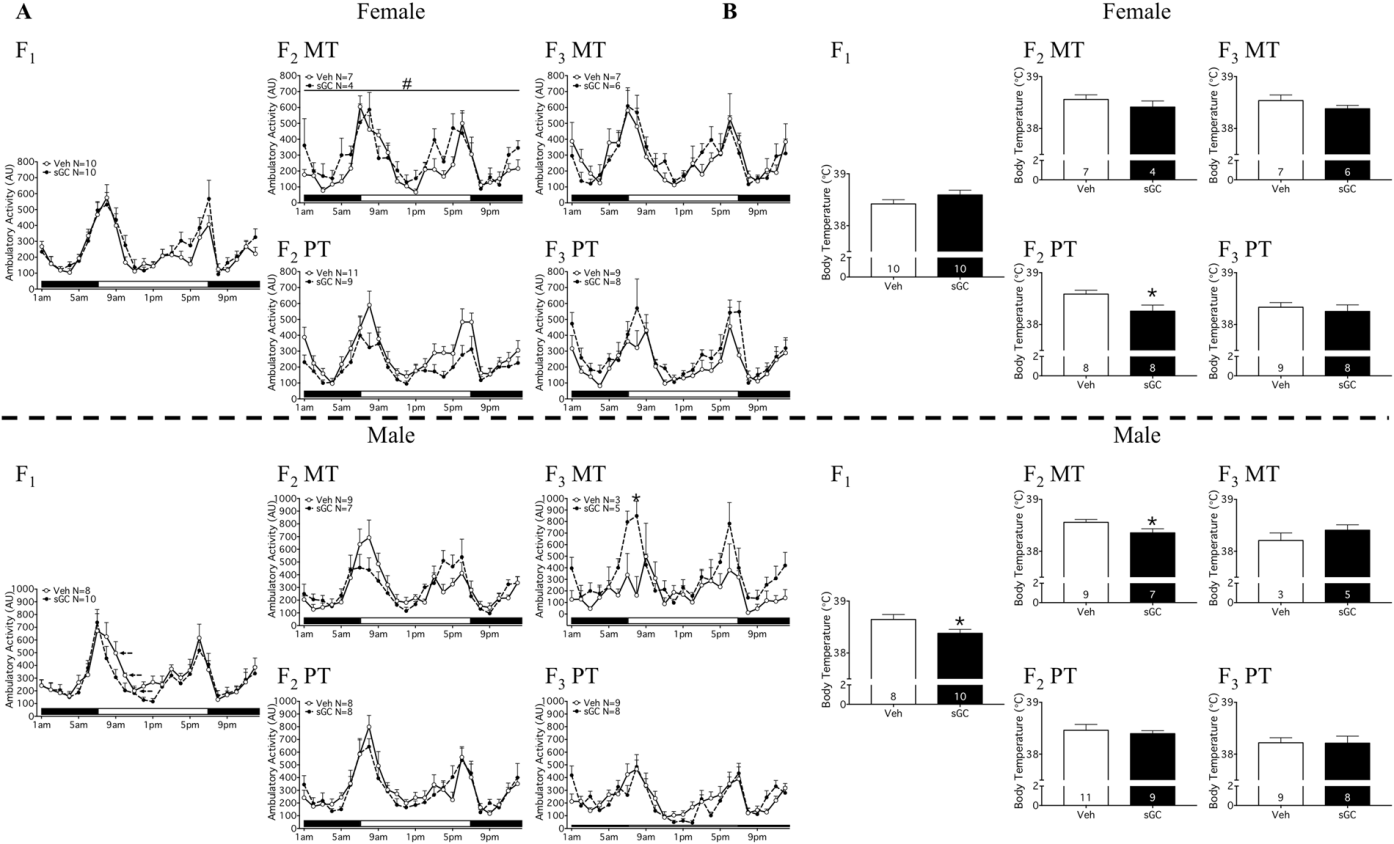
(**A**) Locomotor activity and (**B**) average body temperature over 24-hour period in the animal’s home cage for F_1_-F_3_ female and male MT (Maternal Transmission) and PT (Paternal Transmission) offspring. Veh (Vehicle) open symbols/bars, sGC (synthetic glucocorticoid) closed symbols/bars. (**A**) X-axis: solid bar indicates lights off, open bar indicates lights on. Data are expressed as mean ± SEM. A significant difference between Veh and sGC groups is represented as follows: *P < 0.05; ^#^P = 0.068. A significant 1-hour phase difference between Veh and Beta groups is represented as follows: P < 0.05.

#### F_1_

In males, there was a within treatment effect of time (F_(23, 368)_ = 1.97; P < 0.05), and post-hoc analysis revealed that treatment with sGC resulted in a 1-hour phase advance in the profile of activity compared to Veh for males from 0900 h–1100 h (Fig. 5A; Tukey HSD; P < 0.05 at each time point). There was no effect of sGC treatment on locomotor activity for females (Fig. 5A).

#### F_2_

There was no significant effect of exposure to sGC (F_0_) on locomotor activity for either transmission route (Fig. 5A). There was a trend towards exposure to sGC increasing activity compared to Veh for MT females (Fig. 5A; F_(1, 9)_ = 4.304; P = 0.068).

#### F_3_

There was a significant interaction between treatment and time of day on locomotor activity for MT males (Fig. 5A; F_(23, 138)_ = 2.136; P < 0.05), and post-hoc analysis revealed that exposure to sGC increased locomotor activity at 0800 h compared to Veh (Fig. 5A; Tukey HSD; P < 0.05). There were no other effects of exposure to sGC on locomotor activity for either transmission route (Fig. 5A).

### Body Temperature

#### F_1_

sGC treatment reduced overall body temperature compared to Veh for males (Fig. 5B; t_16_ = 2.215; P < 0.05). There was no effect of sGC treatment on overall body temperature for females or on rhythmicity in males or females (Fig. 5B).

#### F_2_ & F_3_

Overall body temperature was reduced by exposure to sGC in F_2_ MT males (Fig. 5B; t_14_ = 2.173; P < 0.05) and F_2_ PT females compared to Veh (Fig. 5B; t_18_ = 2.449; P < 0.05). There were no other effects of exposure to sGC on overall body temperature or rhythmicity in F_2_ of in F_3_ (Fig. 5B).

### Medial Prefrontal Cortex: Gene Expression

#### F_1_

Antenatal treatment with sGC reduced the expression of *Gnb1* mRNA in the F_1_ female mPFC compared to Veh (Fig. 6A; t_8_ = 2.885; P < 0.05). There was no effect of sGC treatment on the expression of *Mr*, *Gr*, *Fkbp5*, or *Reln* mRNA (Fig. 6A).

**Figure 6:**
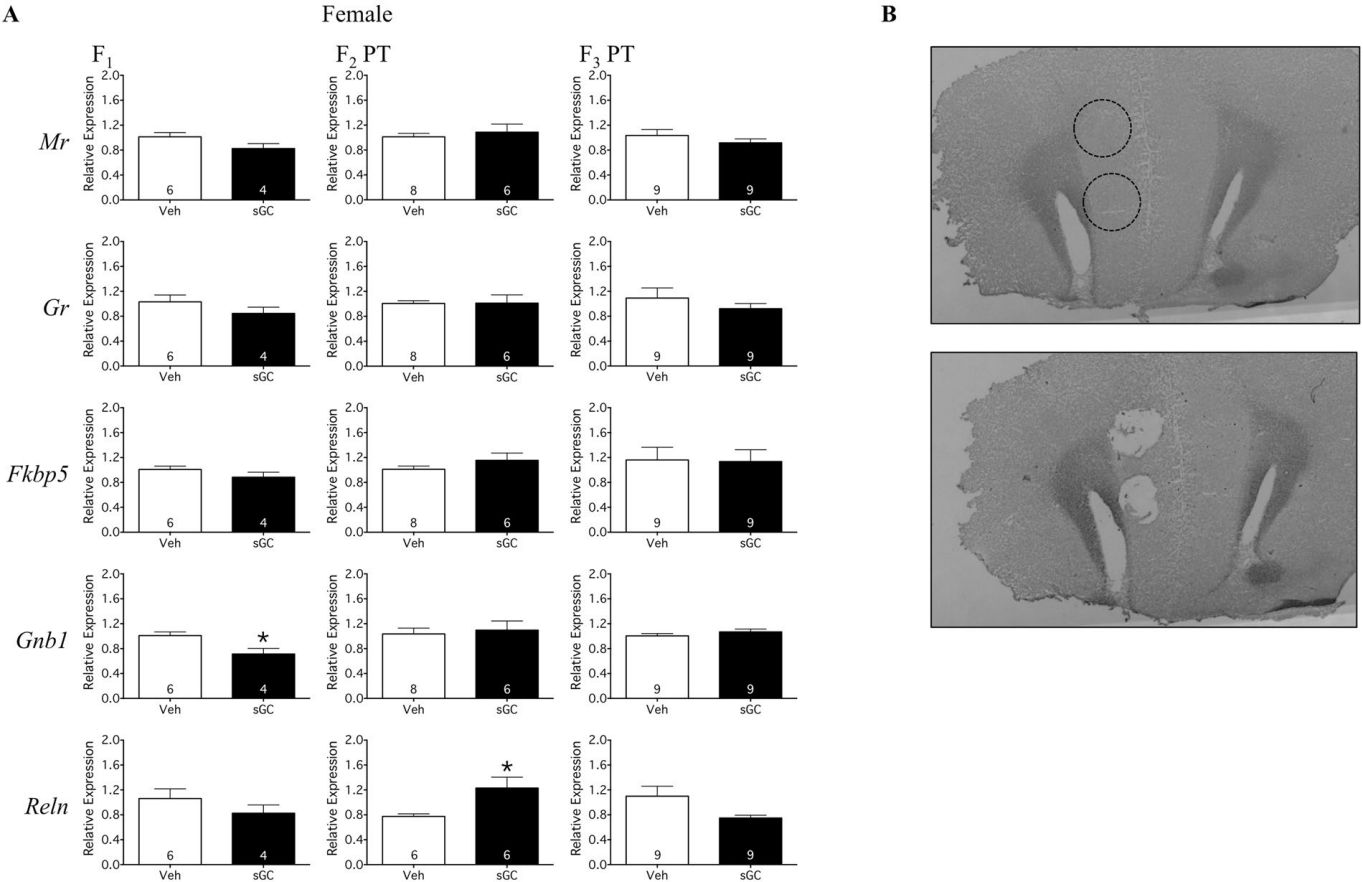
(**A**) Gene expression in the mPFC relative to the housekeeping gene *Gapdh* for F_1_-F_3_ female PT (Paternal Transmission) offspring. Veh (Vehicle) open bars, sGC (synthetic glucocorticoid) closed bars. Data are expressed as mean ± SEM. A significant difference between Veh and sGC groups is represented as follows: *P < 0.05. (**B**) Representative sections of the mPFC before and after tissue punch. Dashed line indicates site of punch.

#### F_2_ & F_3_

In F_2_, exposure to sGC resulted in increased expression of *Reln* mRNA in the PT female mPFC compared to Veh (Fig. 6A; t_10_ = 2.839; P < 0.05). There was no effect of sGC treatment on the expression of *Mr*, *Gr, Fkbp5*, or *Gnb1* mRNA in F_2_, or on the expression of any gene in the F_3_ mPFC (Fig. 6A).

### Hypothalamic Paraventricular Nucleus: Gene Expression

#### F_1_

758 genes were differentially expressed following antenatal treatment with sGC in F_1_ females compared to Veh (Fig. 7A; FDR < 0.05); expression was increased in 597 genes and reduced in 161. 

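RNA from micropunches of the paraventricular nucleus (PVN), the hypothalamic nucleus that drives the HPA axis, was sequenced in juvenile female guinea pigs of the paternal line on postnatal day 40. Pregnant F0 animals had received 3 courses of synthetic glucocorticoid (sGC, 1 mg/kg) or vehicle (Veh). There were 5 Veh and 5 sGC animals in F1, 5 and 5 in F2, and 6 and 6 in F3. The authors counted reads per gene, removed unwanted variation by the residual method of RUVSeq and deposited the corrected counts rounded to whole numbers, in one table per generation. These values are normalized counts and not raw reads. Their sum per sample, in M (mega), was 15.57 to 21.94 M in F1 Veh (median 17.74) and 16.23 to 20.0 M in F1 sGC (median 19.15). It was 17.37 to 19.44 M in F2 Veh (median 18.75) and 15.65 to 18.75 M in F2 sGC (median 18.06). In F3 the sums were nearly equal, from 18.69 to 18.91 M in Veh (median 18.84) and from 18.71 to 18.98 M in sGC (median 18.86). The paper states about 45 M reads per sample before counting on genes. Each generation was tested in its own table with limma on log2(value + 1), for genes with a mean of at least 10, without further scaling of the samples. A fold change is therefore on the log2(value + 1) scale, which understates the change of low genes.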

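Of 11874 genes tested in F1, 78 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 72 higher and 6 lower in sGC, and 1611 had an unadjusted p-value under 0.05. The scaling of the samples moved this number most. With median-of-ratios size factors in place of the deposited scale, 2053 genes passed, 1008 higher and 1045 lower. Leaving out each animal in turn gave from 15 genes, without Veh replicate SGM15, to 474 genes, without Veh replicate SGM7. The authors' deposited table holds 758 genes under the same threshold, 597 higher and 161 lower, and all 78 genes are among them. ONECUT2 rose from 107.4 ± 42.0 (SD, n = 5) normalized counts in Veh to 309.8 ± 74.2 (SD, n = 5) in sGC, a log2 fold change of 1.56 with a standard error of 0.23 (limma, adjusted p = 0.00381). OLFML1 had a log2 fold change of 2.49 and THSD4 one of 1.37, with wide spread in sGC, where OLFML1 ranged from 21 to 360 normalized counts. The largest falls without overlap between the groups were those of CCDC109B, with a log2 fold change of -1.52, FOXP2 with -0.89 and CBLN4 with -0.77. CBLN4 fell from 1398 ± 311 (SD, n = 5) normalized counts to 803.4 ± 51.9 (SD, n = 5; limma, adjusted p = 0.00973).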

Gene set enrichment analysis (GSEA) for differential gene expression between the Veh and sGC groups revealed enrichment of 160 gene sets (Supplementary Table 1; NES > 1.6, FDR < 0.25); 72 gene sets were positively enriched (i.e. increased expression with sGC treatment) and 88 were negatively enriched (i.e. decreased expression). 14 gene sets were associated with known behavioural, metabolic, and molecular effects of sGC treatment (Table 1; NES > 1.6, FDR < 0.25), including type II diabetes mellitus (Fig. 7B; NES > 1.6, FDR < 0.25). 

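The gene lists of the enrichment analysis were not used here, and the genes labelled in the type II diabetes heat map of Fig. 7B stood in for that set. Tested with camera, a competitive set test of limma with a preset inter-gene correlation of 0.01, the 24 genes gave p = 2.25e-06 (exact permutation test of the GSEA statistic, p = 0.0397), with a median log2 fold change of 0.27, or 0.20 above the median of all genes. None of the 24 passed the threshold over all genes tested, and 3 did when adjusted over the list alone. Fry gave p = 0.0186 and an estimated correlation p = 0.139. The figure labels a part of the set that the study chose on these samples, and all 24 genes were higher in sGC, so neither these p-values nor the counts are evidence on the whole set. Of 51 cytokine and cytokine receptor genes chosen by symbol, the median lay 0.14 above that of all genes (camera, p = 0.0354), and it did not pass under fry (p = 0.192), with median-of-ratios size factors (p = 0.0571) or in an exact permutation test of the GSEA statistic (p = 0.198). Among these 51 genes, 2 passed adjusted over the list alone, against 1 over all genes tested.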

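All 18 genes of the HPA Activity list of Table 3 were tested in F1. As a set they did not differ from other genes (camera, p = 0.948; exact permutation test of the GSEA statistic, p = 0.698), and the direction of the set changed with the scaling. NR3C2 rose from 485.4 ± 59.6 (SD, n = 5) normalized counts in Veh to 628.2 ± 64.0 (SD, n = 5) in sGC, a log2 fold change of 0.37 with a standard error of 0.13 (limma, adjusted p = 0.171). With median-of-ratios size factors its log2 fold change was 0.31 (limma, adjusted p = 0.00471). CLOCK had a log2 fold change of 0.46 (limma, adjusted p = 0.11), and 0.39 with the size factors (limma, adjusted p = 0.00194). TRH had a log2 fold change of -0.94 (limma, adjusted p = 0.0802), and passed with the size factors (limma, adjusted p = 0.0399). In the authors' deposited table the adjusted p-value was 0.0263 for NR3C2, 0.00335 for CLOCK and 0.0411 for TRH. CRH fell from 314.0 ± 74.8 (SD, n = 5) to 166.4 ± 96.5 (SD, n = 5) normalized counts, a log2 fold change of -1.17 (limma, adjusted p = 0.116). AVP had a log2 fold change of -1.47 (limma, adjusted p = 0.11), and its sGC animals ranged from 10482 to 102436 normalized counts. Of the 18 genes, 6 passed adjusted over the list alone, against 0 over all genes tested and 8 at an unadjusted p-value under 0.05.

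**Figure D1:**
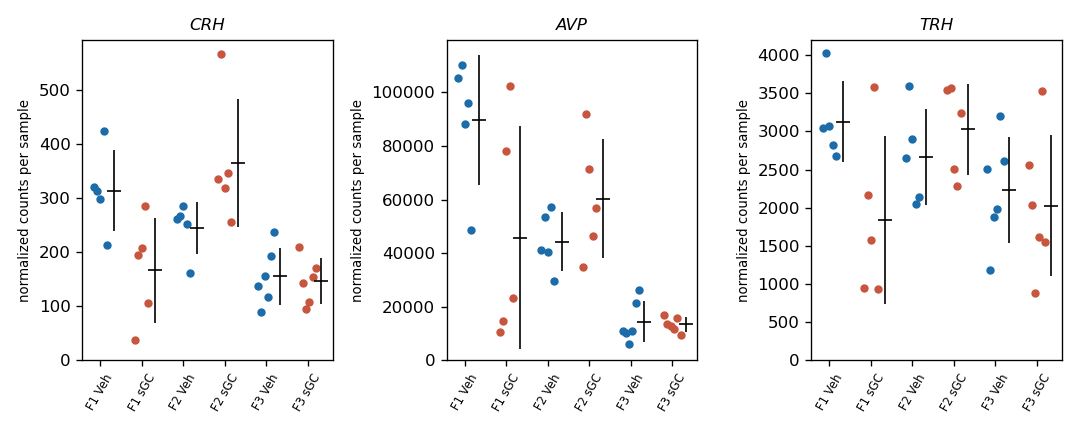
Normalized counts of CRH, AVP and TRH per animal (points, blue for Veh and red for sGC), with the mean and SD of each group beside them. The F1 sGC animals spread widely, with AVP from 10482 to 102436, and each generation was normalized separately, so levels are compared only within a generation.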

A custom HPA Activity gene set (Table 3) was not enriched (Table 1; NES = 0.92, FDR = 0.618), although the expression of *Nr3c2* (encoding *Mr)* was significantly increased; no other classic HPA genes were differentially expressed.

**Figure 7:**
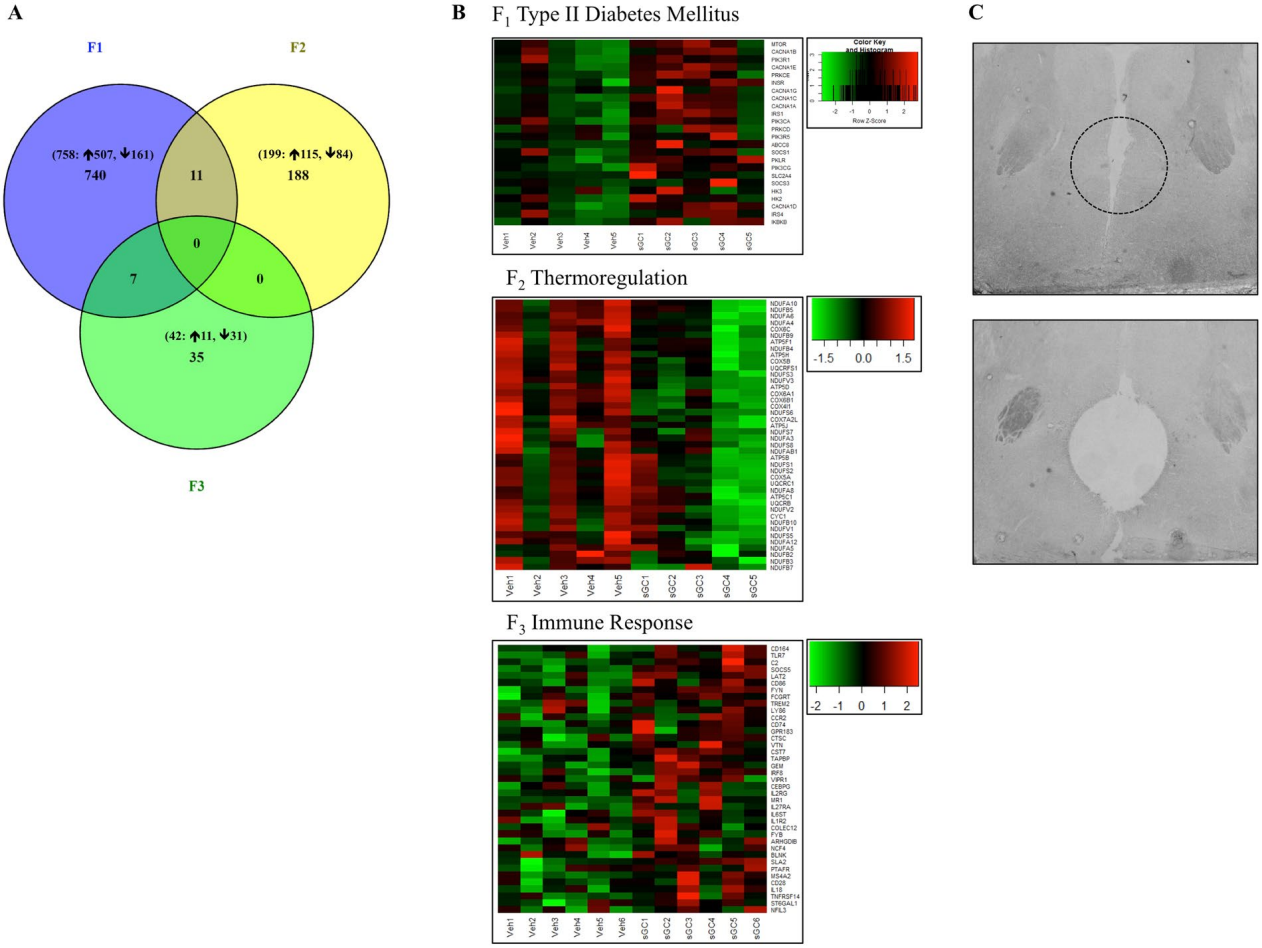
(**A**) Venn diagram illustrating the number of genes that are significantly differentially expressed in the PVN from F_1_-F_3_ female PT (Paternal Transmission) and the number of genes that overlap between generations. Numbers in brackets indicate the total number of differentially expressed genes and the number of genes with increased or decreased expression in the sGC group. (**B**) Heat maps of significantly enriched gene sets in the PVN for F_1_-F_3_ PT female offspring (NES > 1.6, FDR < 0.25). Each row represents one gene, each column represents one animal. Green represents lowly expressed genes and red represents highly expressed genes. (**C**) Representative images of the PVN before and after tissue punch. Dashed line indicates site of punch.

**Table 1:** PVN Gene Sets Associated with Phenotypes.

Phenotype	Gene Set	Type	Generation	Effect of sGC	Size	NES	P-Value	FDR
HPA Activity	STRESS_ASSOCIATED_GENES	Custom	F_1_	Positive	18	0.92	0.618	0.618
			F_2_	Positive	18	1.25	0.154	0.154
			F_3_	Negative	18	1.06	0.409	0.409
One-Carbon Metabolism and Methylation	S_ADENOSYLMETHIONINE_DEPENDENT_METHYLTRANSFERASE_ACTIVITY	c5	F_1_	Negative	18	1.60	0.019	0.119
Circadian Rhythm	REACTOME_RORA_ACTIVATES_CIRCADIAN_EXPRESSION	c2	F_1_	Positive	21	1.80	<0.001	0.017
	REACTOME_CIRCADIAN_REPRESSION_OF_EXPRESSION_BY_REV_ERBA	c2		Positive	19	1.79	0.001	0.018
Metabolic Dysfunction	KEGG_TYPE_II_DIABETES_MELLITUS	c2	F_1_	Positive	36	1.71	0.001	0.031
	FEEDING_BEHAVIOR	c5	F_2_	Positive	16	1.74	0.016	0.124
	DIGESTION	c5	F_3_	Negative	17	1.75	0.003	0.571
Thermoregulation	REACTOME_RESPIRATORY_ELECTRON_TRANSPORT_ATP_SYNTHESIS_BY_CHEMIOSMOTIC_COUPLING_AND_HEAT_PRODUCTION_BY_UNCOUPLING_PROTEINS_	c2	F_1_	Negative	54	3.11	<0.001	<0.001
			F_2_	Negative	55	1.86	<0.001	0.021
Collagen and Matrix	REACTOME_COLLAGEN_FORMATION	c2	F_1_	Positive	34	1.87	<0.001	0.006
			F_3_	Positive	47	1.62	0.017	0.174
	EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT	c5	F_1_	Positive	19	1.92	<0.001	0.005
	REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION	c2	F_1_	Positive	44	1.78	0.001	0.017
Immune Function	IMMUNE_RESPONSE	c5	F_3_	Positive	107	1.89	<0.001	0.162
	CELLULAR_DEFENSE_RESPONSE	c5	F_3_	Positive	21	1.87	0.002	0.116
	KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION	c2	F_1_	Positive	100	1.77	<0.001	0.028
			F_2_	Negative	103	1.66	<0.001	0.070
	REACTOME_CELL_SURFACE_INTERACTIONS_AT_THE_VASCULAR_WALL	c2	F_2_	Negative	54	1.62	0.005	0.125
			F_3_	Positive	57	1.89	<0.001	0.017
Signaling	REACTOME_PEPTIDE_LIGAND_BINDING_RECEPTORS	c2	F_2_	Positive	77	1.85	<0.001	0.106
			F_3_	Negative	79	2.07	<0.001	0.001

Gene sets that are enriched in the F_1_-F_3_ female PT PVN and associate with offspring phenotypes. Type: collections of gene sets; c5 = gene ontology, c2 = curated gene sets from published data sets. Effect of sGC: describes relationship between treatment with sGC and the expression of genes within a gene set, positive-increased expression, negative-decreased expression. Size: number of genes in the gene set. NES: normalized enrichment score used to compare gene sets of different sizes. FDR: false discovery rate, the probability that a gene set with a specific NES is a false positive.

**Table 3:** Custom HPA Activity Gene Set: STRESS_ASSOCIATED_GENES.

Gene	F_1_			F_2_			F_3_		
	Log_2_ Fold Change	P-Value	FDR	Log_2_ Fold Change	P-Value	FDR	Log_2_ Fold Change	P-Value	FDR
*Arntl*	−0.089	0.326	0.603	−0.027	0.788	0.999	0.103	0.056	0.636
*Avp*	−1.016	0.026	0.161	0.541	0.043	0.508	−0.110	0.673	0.985
*Bdnf*	−0.082	0.607	0.812	0.130	0.431	0.999	−0.215	0.111	0.768
*Clock*	0.405	0.000	0.003	0.092	0.344	0.999	−0.023	0.667	0.984
*Crh*	−0.991	0.004	0.057	0.675	0.003	0.118	−0.075	0.719	0.991
*Crhr2*	0.322	0.028	0.168	−0.026	0.852	0.999	−0.039	0.481	0.967
*Cry1*	0.045	0.671	0.849	0.011	0.924	0.999	−0.037	0.624	0.979
*Cry2*	−0.019	0.843	0.934	0.013	0.898	0.999	−0.051	0.288	0.910
*Fkbp5*	0.433	0.071	0.276	0.115	0.555	0.999	0.081	0.501	0.971
*Gad1*	0.362	0.058	0.247	−0.076	0.755	0.999	−0.094	0.362	0.937
*Hsd11b2*	−0.302	0.287	0.566	−0.287	0.241	0.982	−0.105	0.631	0.979
*Jun*	0.024	0.810	0.918	0.172	0.111	0.773	−0.030	0.605	0.978
*Nfkb1*	0.177	0.178	0.445	0.040	0.767	0.999	−0.157	0.084	0.711
*Nr3c1*	0.070	0.518	0.756	0.059	0.550	0.999	0.093	0.024	0.490
*Nr3c2*	0.326	0.001	0.026	−0.088	0.432	0.999	−0.062	0.318	0.920
*Per1*	0.131	0.262	0.543	0.036	0.726	0.999	−0.010	0.901	0.996
*Per2*	0.293	0.025	0.156	0.059	0.622	0.999	0.013	0.884	0.996
*Trh*	−0.823	0.002	0.041	0.264	0.163	0.883	−0.139	0.602	0.978

Expression data for individual genes in the HPA activity gene set, STRESS_ASSOCIATED_GENES, in the F_1_-F_3_ female PT PVN. Log_2_ fold-change from Veh. Unadjusted P-value. FDR adjusted.

#### F_2_ & F_3_

Exposure (F_0_) to sGC resulted in the differential expression of 199 genes in F_2_ (115 increased, 84 reduced) and 42 genes in F_3_ (11 increased, 31 reduced; Fig. 7A; FDR < 0.05). 

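In F2, 0 of 11965 genes had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), and 1395 had an unadjusted p-value under 0.05. Quantile normalization gave 42 genes. Leaving out each animal in turn gave from 0 to 114 genes, the most without Veh replicate SGM28. The authors' deposited table holds 199 genes for F2. In F3, 6 of 11866 genes passed, 1 higher and 5 lower, of which 5 are among the 42 genes of the authors' deposited table. SDCBP2 was the gene that rose in F3, from 86.3 ± 14.0 (SD, n = 6) to 186.5 ± 33.9 (SD, n = 6) normalized counts, a log2 fold change of 1.10 with a standard error of 0.12 (limma, adjusted p = 0.00337). EPHA7 had a log2 fold change of -0.38, SV2C one of -0.35 and KIAA1024 one of -0.30, each with an adjusted p-value of 0.0305 from limma. Leaving out each F3 animal in turn gave from 1 gene, without Veh replicate SGM1, to 15 genes, without sGC replicate SGM18.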

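Genes that the authors' deposited tables place under the threshold in more than one generation were compared by direction, 10 for F1 and F2 and 7 for F1 and F3. MYO1D, GALNT6, RAPGEF5, CDC42EP2, KCNA1, ANLN, GALNT15, CDH19, TRIM66 and COL18A1 were all 10 higher in F1 sGC than in F1 Veh. Among the F1 sGC animals, all but TRIM66 were highest in SGM4 and SGM8. ANLN had 730 and 1052 normalized counts in these, against 274 and 304 in SGM12 and SGM16 and 294 to 334 in Veh. RAPGEF5 lay above Veh in every sGC animal, with 1297 to 2247 against 853 to 1173. In F2, TRIM66 was again higher, and the other 9 were lower. RAPGEF5 had a log2 fold change of 0.65 in F1 (limma, adjusted p = 0.0402) and of -0.54 in F2 (limma, adjusted p = 0.0622). ANK1, KIAA1024, EXPH5, ST8SIA1, KIAA1217, CCDC109B and SPTB all 7 changed in opposite directions in F1 and F3. KIAA1217 had a log2 fold change of 0.69 in F1 (limma, adjusted p = 0.0439) and of -0.39 in F3 (limma, adjusted p = 0.126). The fold changes in the authors' deposited tables give the same numbers, 1 of 10 genes with the same direction in F1 and F2, and 0 of 7 in F1 and F3. These genes were chosen for passing in both generations, and the difference between generations was not tested for them. With limma, 0 genes passed in both F1 and F3 (Fisher's exact test, one-sided, p = 1). Overlaps with F2 could not be tested with this fit, since 0 genes passed there. With quantile normalization F1 and F2 shared 4 genes (Fisher's exact test, one-sided, p = 0.913). The negative binomial likelihood ratio test, chosen after seeing the data, gave 10 shared genes (Fisher's exact test, one-sided, p = 0.652). Neither overlap was larger than chance would give. Median-of-ratios size factors gave 2 genes in both F1 and F3 (Fisher's exact test, one-sided, p = 0.212).

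**Figure D2:**
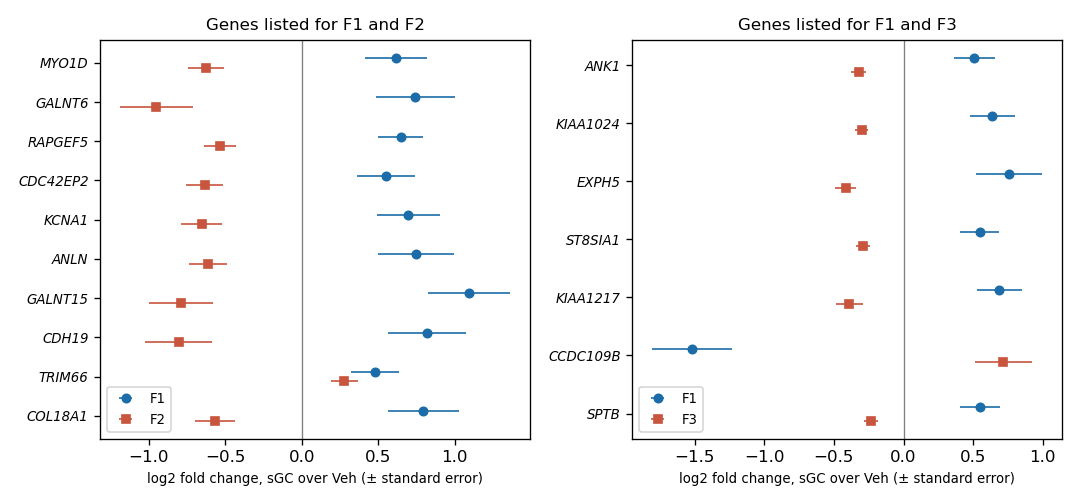
Log2 fold changes of sGC over Veh with their standard errors for 10 genes listed as shared by F1 and F2 (left) and 7 by F1 and F3 (right). Circles are F1 and squares the later generation. Of the 10 genes on the left 9 lie on opposite sides of 0, as do all 7 on the right.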

11 genes were differentially expressed in F_1_ and F_2_ (*Myo1d*, *Galnt6*, *Rapgef5*, *Cdc42ep2*, *Kcna1*, *Anln*, *Galnt15*, *Pitx2*, *Cdh19*, *Trim66*, and *Col18a1*), 7 in F_1_ and F_3_ (*Ank1, Kiaa1024, Exph5, St8sia1, Kiaa1217, Ccdc109b*, and *Sptb*), and none of the same genes were differentially expressed in F_2_ and F_3_ or in all three generations (Fig. 7A). GSEA revealed enrichment of 47 gene sets in F_2_ (4 positive, 43 negative) and 41 gene sets in F_3_ (30 positive, 11 negative; Supplementary Data Table 1; NES > 1.6, FDR < 0.25). 5 gene sets in F_2_ and 6 in F_3_ were associated with known behavioural, metabolic, and molecular effects of sGC treatment (Table 1; NES > 1.6, FDR < 0.25), including feeding behaviour and immune function (Fig. 7B; NES > 1.6, FDR < 0.25). 

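For F2, 17 feeding neuropeptide genes chosen by symbol had a median log2 fold change 0.14 above that of all genes (camera, p = 8.6e-05), and the set did not pass under fry (p = 0.445) or with an estimated correlation (p = 0.0876). Of the 17, 0 passed over all genes tested, 0 adjusted over the list alone, and 0 at an unadjusted p-value under 0.05. For 39 genes of peptide receptors the F2 median lay 0.08 above that of all genes (camera, p = 2.87e-05; fry, p = 0.715; exact permutation test of the GSEA statistic, p = 0.452). In F3 the 39 peptide receptor genes went the other way, 0.08 below (camera, p = 0.00508), and this passed under fry (p = 0.00971) and with an estimated correlation (p = 0.0354). Receptor genes that passed adjusted over the list alone numbered 6 in F3 and 0 in F2, against 0 over all genes tested in both. The 50 cytokine and cytokine receptor genes showed no difference in F2 (camera, p = 0.438; exact permutation test, p = 0.698), and their direction changed with the scaling. The 36 genes labelled in the immune response heat map of Fig. 7B were all 36 higher in F3 sGC, with a median 0.14 above that of all genes (camera, p = 7.02e-15; fry, p = 7.96e-07; estimated correlation, p = 1.54e-05; exact permutation test, p = 0.00216). Adjusted over the list alone 8 of the 36 passed, against 0 over all genes tested. The labelled genes are a part of the set that the study chose on these samples, so neither these p-values nor the counts are evidence on the whole set.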

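The same 18 genes of the HPA Activity list did not differ from other genes in F2 (camera, p = 0.0637; exact permutation test of the GSEA statistic, p = 0.238) or in F3 (camera, p = 0.454; exact permutation test, p = 0.526). The F2 set passed under camera for genes with a mean of at least 50. In F2, CRH had 245.6 ± 48.2 (SD, n = 5) normalized counts in Veh and 364.6 ± 117.9 (SD, n = 5) in sGC, a log2 fold change of 0.54 (limma, adjusted p = 0.328). AVP had one of 0.40 (limma, adjusted p = 0.543) and TRH one of 0.19 (limma, adjusted p = 0.653). In F3 the log2 fold changes were -0.06 for CRH, 0.04 for AVP and -0.20 for TRH, each within its standard error. In F2, 0 of these genes passed adjusted over the list alone, and in F3 0 did.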

The custom HPA Activity gene set (Table 3) was not enriched in either F_2_ or F_3_ (Table 1; F_2_ NES = 1.52, FDR = 0.154; F_3_ NES = 1.06, FDR = 0.409); there was no effect on any individual classic HPA genes.

## Discussion

We demonstrate that prenatal treatment with sGC results in transmission of altered HPA response to stress, stress-associated behaviours, and gene expression to F_3_ via maternal and paternal lineages. These effects are sex- and age-dependent and diminish in advancing generations. The strongest HPA and behavioural effects of sGC treatment occur in female offspring from the paternal line, and F_1_ and F_2_ offspring are affected to a greater extent than F_3_ offspring. Molecular analyses suggest that the mPFC and PVN of female PT animals may be involved in the generation-specific effects of sGC treatment on behaviour. Transmission through the paternal line to the third generation of offspring strongly implicates epigenetic mechanisms in the male germ line as the mode for transgenerational transmission.

Consistent with the effects of sGC in children, we demonstrate an enhanced HPA response to stress in F_1_ juvenile female offspring^27^. Furthermore, we demonstrate maternal and paternal transmission of altered HPA activity to F_2_ and F_3_ offspring. While the HPA response to stress is reduced following maternal transmission^17,18^, we demonstrate paternal transmission of increased HPA response to stress to F_2_ females and F_3_ males. An interesting pattern emerges whereby exposure to sGC affects the stress response in F_2_ females and F_3_ males regardless of parental lineage. Sex- and generation-specific programming have been described following prenatal sGC^17^ and in other transgenerational studies^28^. However, such a complex pattern of effects is novel and suggests a role for sex chromosomes and/or imprinted genes. It is possible that sGC affect the expression of imprinted genes from the X-chromosome^29^ and that this contributes to parent-of-origin^30^ × offspring effects. In line with this hypothesis, it has been demonstrated that parentally imprinted genes may be involved in mediating the sex-specific effects of high fat diet (increased body size) in F_3_ female offspring following paternal transmission^21^.

Prenatal treatment with sGC programs hyperactivity in children and young animals^31,32^. We demonstrate hyperactivity in F_1_ females and males on PND 19 following antenatal exposure to sGC, and that this treatment results in increased locomotor behaviour in and open field in F_2_-F_3_ females on PND 19 following paternal transmission. While hyperactivity can be disruptive in modern society, there may be evolutionary advantages that contribute to the conservation and transmission of this phenotype (e.g. increased resource acquisition and parental attention^33^). This is the strongest and most consistent phenotype that we observe and it provides the first evidence for transgenerational transmission (i.e. paternal line to F_3_) following antenatal sGC treatment. Furthermore, these findings demonstrate that adaptive stress behaviours can be transmitted across generations.

It is important to note that variability in locomotor activity in the open field can impact the HPA response to stress of the open field. Therefore, since HPA activity was measured after the open field test, we cannot separate any effect that the animal’s activity while in the open field may have had on HPA response. While we observed increased locomotor activity in F_1_ and F_2_ PT females that coincided with an increased HPA response to stress for these animals, there was no concomitant increase in HPA activity for F_1_ males or F_3_ PT females. Furthermore, we have previously demonstrated that prenatal exposure to multiple courses of sGC result in increased locomotor activity in PND 10 female guinea pigs, but there was no effect on HPA response to stress^31,34^. Thus, while the relationship between stress-induced hyperactivity and increased cortisol production requires further investigation it is clear that prenatal exposure to sGC programs both the HPA and behavioural responses to stress, and that these effects manifest across multiple generations. Offspring were tested twice in the open field to determine the response to the combined stress of maternal separation and the open field (PND 19) and to the open-field alone (PND 24; post-weaning). While it is possible that habituation to repeated testing may have influenced the behavior of the animals in the open field on PND 24, any habituation would have occurred across both control and sGC treated animals, allowing for valid comparisons to be made between groups. Furthermore, the data from the PND 19 clearly demonstrate a robust phenotype of HPA and locomotor hyperactivity in response to stress in F_1_-F_3_ female offspring, PT. It is acknowledged that interactions may occur when repeated/multiple behavioural testing occurs in the same animal. However, this is an inherent limitation of this type of study; it is not ethically acceptable to produce a separate cohort for each individual test.

Treatment with sGC does not result in hyperactivity when F_1_ animals are in the home cage (non-stress environment). However, in F_1_ males, sGC treatment results in a phase advance of locomotor activity in anticipation of powerful entrainment signals (lights-on and feeding). Similar effects on circadian behaviour have been observed in rats that were exposed to prenatal stress and involve changes in the expression of clock genes^35,36^. While transgenerational transmission of altered circadian behaviour occurs in F_2_ and F_3_, the nature of the effect is different from earlier generations (i.e. change in amplitude of activity rather than a shift in the profile) and appears to diminish by F_3_.

Contrary to our hypothesis, treatment with sGC does not affect anxiety-like behaviour or attention in juvenile F_1_ offspring. It may be that testing in older animals^37^ or using alternative tests would reveal an effect of sGC in our model. Therefore, subsequent studies in older animals need to be undertaken. It is important to note that we assessed passive, automatic attentional processes (gating of irrelevant or unnecessary information), whereas other studies assessed active attention^38^. Exposure to sGC (F_0_) reduces anxiety-like behaviour in the open field for juvenile F_2_ females (PT) and F_3_ males (MT), and reduces attention in F_2_ females (PT). However, there is a contradictory trend towards increased anxiety-like behaviour in the acoustic startle chamber for F_3_ males (MT). Divergence in the response to the acoustic startle, and the open field have been reported in animals that display altered HPA activity^39^, and is likely due to the tests provoking different forms of anxiety-like behaviour (unavoidable and avoidable^40^).

Prenatal treatment with sGC reduces body temperature in F_1_ and F_2_ males (MT) and F_2_ females (PT). Similar effects of sGC treatment have been demonstrated in rats and involve impaired thermogenic signaling (thyroid hormone) in the PVN^41^. In the present study, the hypothermic effects of sGC transmit to the next generation through both parental lines. The fact that sGC reduce overall body temperature without affecting rhythmicity suggests that sGC may affect the magnitude of thermogenic signaling pathways (e.g. production of thyroid hormone) rather than circadian or pulsatile signaling.

Antenatal treatment with sGC does not appear to program an increase in HPA response to stress in F_1_ and F_2_ females by altering the expression of HPA regulatory genes in the mPFC or PVN. While this was somewhat surprising, it is important to highlight that the mPFC and PVN were isolated with the animals in a basal state, and future studies need to be undertaken to investigate HPA-related gene expression profiles in the stress-activated state. Alternatively, treatment with sGC may increase HPA responsiveness to stress by increasing the sensitivity of the PVN to stress signals. 

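For GABA signaling, 20 genes of GABA synthesis, transport and receptors chosen by symbol were tested in the F1 PVN. As a set they did not differ from other genes (camera, p = 0.974; fry, p = 0.53; exact permutation test of the GSEA statistic, p = 0.579), with a median log2 fold change 0.04 above that of all genes. Of the 20 genes, 3 passed adjusted over the list alone, against 0 over all genes tested. GABRD, the delta subunit of the GABA-A receptor, had 624.0 ± 143.8 (SD, n = 5) normalized counts in Veh and 446.4 ± 128.4 (SD, n = 5) in sGC, a log2 fold change of -0.50 with a standard error of 0.18 (limma, adjusted p = 0.21).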

In support of this possibility, we identify a gene expression signature indicative of reduced inhibitory gamma-aminobutyric acid (GABA) signaling in the F_1_ PVN following treatment with sGC.

Molecular analyses in the mPFC reveal patterns of gene expression that correspond to the effects of sGC on stress-related behaviours. The increase in open field locomotor activity in F_1_-F_3_ female offspring (PT) is associated with reduced *Gnb1* expression (a signal transduction gene involved in regulating locomotor activity^42,43^) only in the F_1_ mPFC. Additionally, exposure to sGC reduces PPI only in F_2_ female offspring following paternal transmission, and this is associated with increased *Reln* (a cortical development gene involved in regulating attention^44^) expression in the mPFC of these animals. Clearly, further work is required to better define these associations.

GSEA of RNA-seq data in the PVN reveals patterns of gene expression associated with altered homeostasis in F_1_-F_3_ females (PT). While thermogenic signaling is reduced in F_1_ and F_2_, body temperature is reduced only in F_2_; it is likely that the depletion of this gene set in F_1_ has more to do with ATP synthesis than with thermogenesis. Indeed, many of the downregulated genes in the F_1_ and F_2_ PVN are integral components in the respiratory electron transport chain, including *Ndufs6* (encodes the first enzyme in the electron transport chain) and *Cyc1* (encodes part of the complex that transfers electrons to cytochrome c). These data indicate that prenatal exposure to sGC may also impact oxidative phosphorylation in the brain. This is an important finding that requires further investigation since oxidative phosphorylation is integral to the processing capabilities of the brain^45^. 

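The 68 genes of the respiratory chain found by symbol in F1 had a median log2 fold change of -0.13, or -0.20 relative to the median of all genes (camera, p = 4.44e-11; exact permutation test of the GSEA statistic, p = 0.119). In F2, 69 such genes had a median of -0.14, or -0.07 relative to all genes (camera, p = 1.33e-07; exact permutation test, p = 0.0556). Neither passed under fry (p = 0.397 in F1 and 0.0561 in F2) or with an estimated correlation (p = 0.287 and 0.335). No gene of the list passed over all genes tested or adjusted over the list alone in F1 (0 of 68) or F2 (0 of 69). NDUFS6 had a log2 fold change of -0.19 in F1 (limma, adjusted p = 0.561) and of -0.29 in F2 (limma, adjusted p = 0.198). CYC1 had one of -0.10 in F1 (limma, adjusted p = 0.799) and of -0.14 in F2 (limma, adjusted p = 0.495). With median-of-ratios size factors both passed in F1, NDUFS6 at -0.25 (limma, adjusted p = 0.0243) and CYC1 at -0.16 (limma, adjusted p = 0.0407). The 42 genes labelled in the thermoregulation heat map of Fig. 7B were all 42 lower in F2 (camera, p = 1.44e-09; fry, p = 0.0288; exact permutation test, p = 0.00794), and 4 passed adjusted over the list alone, against 0 over all genes tested. They are a part of the set that the study chose on these samples, so neither the p-values nor the counts are evidence on the whole set. The paper reasons from the reduced genes of the electron transport chain that prenatal sGC may affect oxidative phosphorylation in the brain.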

We also observe increased expression of circadian gene sets, including clock genes, in F_1_ females. These data support the hypothesis that antenatal sGC program circadian behaviour by altering the expression of regulatory clock genes (e.g. *Clock* and *Rora*). 

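The 21 clock genes chosen by symbol lay 0.05 above the median log2 fold change of all genes in F1 (camera, p = 0.041; exact permutation test of the GSEA statistic, p = 0.0794). The set did not pass under fry (p = 0.151), with an estimated correlation (p = 0.523) or with median-of-ratios size factors (p = 0.0552). Of the 21, 2 passed adjusted over the list alone, against 1 over all genes tested. RORA rose from 790.6 ± 144.5 (SD, n = 5) to 995.8 ± 119.2 (SD, n = 5) normalized counts, a log2 fold change of 0.34 with a standard error of 0.14 (limma, adjusted p = 0.257).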

Maintenance of an intact blood-brain barrier (BBB) at the PVN is paramount to its ability to regulate homeostasis. GSEA reveals enrichment in F_1_ and F_3_ for gene networks that regulate BBB competency (e.g. collagen formation and extracellular matrix) following antenatal sGC treatment. Together with our previous study in the fetal guinea pig brain^46^, these findings demonstrate that prenatal sGC promote BBB competency and provide the first evidence that effects transmit to F_3_.

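The 23 collagen genes tested in F1 had a median log2 fold change of 0.46, or 0.39 above that of all genes (camera, p = 0.000738), and passed under fry (p = 0.041) but not with an estimated correlation (p = 0.156). The exact permutation test of the GSEA statistic gave p = 0.111, and without Veh replicate SGM7 the F1 set no longer passed under camera. In F3, 35 collagen genes lay 0.05 above the median of all genes (camera, p = 0.0929; fry, p = 0.237; exact permutation test, p = 0.208). In the first F3 batch alone the set passed under camera. Collagen genes that passed adjusted over the list alone numbered 3 in F1 and 0 in F3, against 0 over all genes tested in both.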

Treatment with sGC reduces DNA methylation and increases gene expression in the fetal brain^47,48^. 

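With median-of-ratios size factors, the number of genes under the threshold was 0 in F2, with 1536 at an unadjusted p-value under 0.05, and 5 in F3 (limma, Benjamini-Hochberg). In F1 the share of higher genes depended on the method. With limma, nearly all genes that passed were higher without scaling, and about as many were higher as lower with the size factors. The negative binomial likelihood ratio test was chosen after seeing the data and takes the sample totals into account. It gave 567 higher and 182 lower genes, and the authors' deposited table holds 597 and 161. The difference in the number of genes between generations was not tested.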

We also demonstrate increased gene expression in the juvenile F_1_ PVN, but the effect diminishes in F_2_ and F_3_. GSEA reveals reduced expression of a one-carbon metabolism gene set in F_1_, which suggests that reduced DNA methylation may be involved in the upregulation of gene expression. 

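For methylation, 36 methyltransferase genes chosen by symbol were tested in F1. Their median log2 fold change was -0.10 relative to that of all genes (camera, p = 0.00351), and the set did not pass under fry (p = 0.776) or with an estimated correlation (p = 0.509). Of the 36, 0 passed over all genes tested and 0 adjusted over the list alone.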

Interestingly, exposure to sGC (F_0_) does not affect DNA methylation networks in the F_2_ or F_3_ PVN, and the mechanisms underlying the transcriptional effects of sGC in F_2_ and F_3_ remain to be determined.

We have also identified molecular signatures associated with risk factors for cardiometabolic disorders^2^ in the PVN of young F_1_-F_3_ female offspring, though we did not assess metabolic phenotypes in the present study. It is not surprising that weight gain or growth are not increased in these female animals since overweight and altered metabolic phenotypes emerge when animals are older or challenged with a high-energy diet^49,50^. However, we do observe increased growth in F_3_ male offspring following paternal transmission. These data suggest that sGC result in transgenerational priming of the central circuitry that promotes feeding behaviour and energy storage, this effect is present early in life, and may translate to altered body composition or growth in a sex-dependent manner.

Similar to other instances of transgenerational transmission, exposure to sGC results in complex patterns of effects that emerge and disappear as a function of age, sex, generation, and parental line of transmission^51^. While the programming effects of sGC generally decrease over time, paternal transmission results in more effects in F_2_ and F_3_ offspring when compared to maternal transmission; this implicates different mechanisms of transmission. The most likely mechanism governing maternal transmission is through altered maternal adaptation to pregnancy. Treatment with sGC has been shown to affect maternal HPA activity during the F_1_ pregnancy in mice^20^, and such alterations to the pregnancy environment create a ‘metabolic cascade’ that program the fetus to develop along a different trajectory. This cascade creates a self-perpetuating process that alters the next generation’s adaptations to pregnancy and propagates effects across multiple generations^52^. Since males were not involved in rearing offspring, the most likely mechanism governing paternal transmission to F_3_ is through the epigenome of sperm and/or seminal fluid. Recent transgenerational studies have provided strong support for the involvement of small non-coding RNAs in paternal transmission^53–55^. These RNA species are present in sperm/seminal fluid, can recapitulate the programmed phenotype when injected into an embryo, and are present at approximately twice the level on the X-chromosome as compared to autosomes.

## Conclusions

This study presents the first evidence that prenatal treatment with sGC results in transgenerational paternal transmission of hyperactivity and altered hypothalamic gene expression through three generations of young offspring. Female offspring appear to be more sensitive than male offspring to the programming effects of sGC, which suggests an interaction between sGC and sex hormones or sex-linked genes. Paternal transmission to F_3_ strongly implicates epigenetic mechanisms in the process of transmission, and small noncoding RNAs likely play a major role. The mechanisms by which sGC program similar phenotypes in F_1_-F_3_ differ between generations, but appear to involve altered transcription of genes in mPFC and PVN. Importantly, neither birth weight nor growth was reduced by sGC. Clearly prenatal treatment with sGC results in very long-term programming effects in the life of an individual, and effects reach into subsequent generations. The findings provide new perspectives on potential factors that may contribute to an individual’s vulnerability to disease development. Given the re-emergence of antenatal treatment with multiple courses of sGC, it is imperative that prospective and follow-up studies of human cohorts continue in order to determine the long-term effects of sGC in humans.

## Methods

### Animals and Treatments

Twelve week-old female Dunkin-Hartley guinea pigs (F_0_; Charles River; St Constant, QC, Canada) were singly housed within visual, olfactory and auditory contact of other animals. Food (Teklad Global Guinea Pig Diet # 2040; Envigo) and water were available *ad libitum*. Animals were maintained in temperature (23 °C) and humidity controlled rooms on a 12-hour light-dark cycle (lights on 0700 h, off 1900 h). F_0_ females were mated as previously described^56^. All protocols were approved by the Animal Care Committee at the University of Toronto in accordance with the Canadian Council on Animal Care.

Pregnant F_0_ females were injected with three courses of saline (Veh; 0.166 ml/kg; N = 40) or clinically relevant dose of sGC betamethasone (sGC; 1 mg/kg; Betaject phosphate-acetate mix - Sabex, Boucherville, QC, Canada; N = 40) on GD 40 & 41, 50 & 51, 60 & 61 as previously described^17^. Female and male F_1_-F_3_ offspring were randomly assigned (via dice roll) to juvenile or breeding streams. Investigator was not blinded to the group allocation. Offspring were weighed every 10 days from birth until postnatal day (PND) 40, and measures of body size were collected at birth and PND 20; food/water intake were not measured. Animals designated for breeding did not undergo any behavioural testing. Litters were weaned on PND 20 (water and Teklad Guinea Pit Diet were available *ad libitum*) and pair-housed in polycarbonate shoebox cages with an age-, sex-, and treatment-matched partner.

To investigate transgenerational maternal (MT) and paternal (PT) transmission, F_1_ and F_2_ female and male animals designated for breeding were mated with naïve animals (males and females, respectively, purchased from Charles River) to create MT and PT lines of F_2_ and F_3_ offspring (Fig. 1A and B). F_1_ and F_2_ pregnancies were undisturbed other than routine cage maintenance.

### HPA Testing

The HPA response to stress of open field (OF) exposure (PND 19 and 24; between 0800 h and 1000 h) was measured through salivary cortisol (animals freely chewed on cotton swabs). Samples were collected at 0 (pre-test in home cage), 30, 60, and 120 min. Saliva was stored at −20 °C until measurement of free cortisol by enzyme linked immunosorbent assay (Salimetrics LLC, State College, PA, USA) as previously described^57^. Analyses of cortisol for a given test (i.e. OF F_1_) were run in the same assay. Intra- and interassay coefficients of variance were 8.19% and 11.65%, respectively.

### Behavioral Testing

#### Open Field

Guinea pigs were tested for total locomotor activity, distance traveled, and percent of time spent in the outer zone of the open field (OF; Opto-max animal activity meter; Columbus Instruments, Columbus, OH, USA; clear Plexiglas box, 42.5 × 42.5 × 23 cm) as previously described^17,58^. Testing occurred for 30 minutes on PND 19 (prior to weaning) and PND 24 (after weaning) between 0800 h and 1000 h, and OF chamber was disinfected (Virox) between animals.

#### Acoustic Startle/Prepulse Inhibition

Offspring were tested for acoustic startle response (ASR; a measure of unavoidable anxiety-like behaviour) and prepulse inhibition of the startle response (PPI; sensory-motor gating, passive attention) in the SR-Lab Startle Response System (San Diego Instruments, San Diego, CA, USA; clear Plexiglas tube, 20 cm long × 8.89 cm diameter) as previously described^59^. Testing occurred for 20 min, including 5 min acclimatization, on PND 23 between 1400 h and 1600 h. Startle chamber was disinfected between sessions. Baseline ASR was determined by exposure to 4 pulses at 120 dB following acclimatization. Testing sessions consisted of the following 60 trials presented in a pseudo-randomized order as previously described^59^.

#### Activity/Body Temperature

Radiotelemeters (model TA-F40; Data Sciences International, St. Paul, MN, USA) were subcutaneously implanted on PND 33 to monitor locomotor activity and body temperature over a 24-hour period in the animal’s ‘home’ cage. Data were collected (uninterrupted) every 5 min beginning at 0900 h on PND 35, and summed into one-hour bins for analysis.

### Prefrontal Cortex and PVN Gene Expression: Quantitative Real-Time PCR

Juvenile guinea pigs were weighed and euthanized in the morning (0900–1100 h) by decapitation at PND 40 (43.6 ± 0.45). The brain was removed, weighed, dissected, and frozen on dry ice.

As strongest behavioural effects of prenatal sGC were observed in the F_1_-F_3_ paternal line females, this group underwent subsequent molecular analysis. The right frontal cortex and hypothalamus from F_1_-F_3_ paternal line females were cryosectioned at −20 °C. 1.0 mm diameter punches (Harvard Apparatus Inc., Holliston, MA, USA) of the mPFC cingulate cortex area 1 and infralimbic cortex (Fig. 6B), and the anteromedial hypothalamus, containing the entire PVN, (Fig. 7B) were collected. Other hypothalamic regions adjacent to the PVN may be represented in the anteromedial punches. RNA from punches was extracted using AllPrep Universal Kit (Qiagen). Bioanalyzer (RNA 6000 Pico LabChip, Applied Biosystems); determined all RNA samples had RIN ≥ 7. cDNA was made using SensiFAST cDNA synthesis kit (Bioline, London, England). qRT-PCR was run in triplicate (SensiFAST SYBER Hi-ROX 20 μl reaction, Bioline) and quantified by a CFX96 Real-Time System (Bio-Rad). Expression of target mRNA (Table 2) relative to *Gapdh* housekeeping gene was assessed using the 2^−ΔΔct^ method.

**Table 2:** qRT-PCR Primer Pairs.

	Forward	Reverse
*Mr*	AAACGTATCAAGCTCTACTTTAC	CCCATAGTGACATCCTGAG
*Gr*	TGTGAACTTTCCTGGCCGAT	GGTCCCGTTGTTGTTGAGGA
*Fkbp5*	CTGGCCATGTGCTACCTGAA	TCTGGCGGCTTTATTCTGGG
*Gnb1*	GCGAGCTTGACCAATTACGG	AGCCTGGAGTCTGTGAGAGAG
*Reln*	GCATTTACATCGGGCAGCAG	CTTCGGGGAGGCATTCAGTT
*Crh*	GCCGCACTGTCTCAGCTC	TTCACCTCTGCCTGCTATTTC
*Avp*	GACAACGCAGTGTCCTCTGT	AACAACCAGGCAACTTCCCA
*Sdcbp2*	ATGCGTCGTGCAGAGATCAA	CTGCACAAAGATCCCCTGGT
*Gabrd*	CCTACAGGTCGGTGGAGGTA	CGGGCGTAGATGTCAATGGT
*Acta2*	CGTGTGTGACAATGGTTCCG	TCAGGGTCAGGATTCCCCTT
*Gapdh*	TGTACTGGAGGTCAATGAAGG	GTCGGAGTGAACGGATTTG

Forward and reverse primer pairs used for qRT-PCR in the mPFC and PVN.

### PVN RNA-Sequencing

mRNA libraries were prepared using Illumina TruSeq V2 mRNA enrichment. Samples were sequenced (F_1_: Veh N = 5, sGC N = 5; F_2_: Veh N = 5, sGC N = 5; F_3_: Veh N = 6, sGC N = 6) on Illumina HiSeq. 2500 at 1 × 51 bp by the Donnelly Sequencing Centre. Reads (~45 million reads per sample) were aligned to the *Cavia porcellus* reference genome (>85% alignment, cavPor3.83) with Tuxedo Suit tools^60^ accessed through The Galaxy Project^61^. Subsequent analyses were performed in R (version 3.2.3). Gene read counts were determined with Genomic Alignments (version 1.6.3) as previously described^62^. Outliers were removed using Cook’s distance with default cut-offs^63^, and data were normalized by residuals with RUVSeq (version 1.4.0)^64^. Differential gene expression was assessed using EdgeR’s (version 3.12.1)^65,66^, general linear model likelihood ratio test, and FDR-corrected P < 0.05 was considered significant. Genotype permutations (1000) were computed in GSEA to determine gene set enrichment. Gene sets with FDR ≤ 0.25, P ≤ 0.01, and NES ≥ 1.6 met significance thresholds. Differential expression for 7 candidate genes assessed by qRT-PCR validated the RNA-seq data as there was a strong correlation between RNA-seq and qRT-PCR results (Supplementary Fig. 1; R^2^ = 0.9763; P = 2.69e^−05^).

Samples for F_3_ were sequenced in 2 batches. The first batch was composed of 6 Veh and 4 sGC. In the second batch, 2 Veh samples were re-sequenced with 2 additional sGC samples at 1 × 58 bp with sequencing depth of >65 million reads per sample and alignment of >85%. Batch effects were corrected using ComBat from R package sva (version 3.18.0)^67^ after which technical replicates were removed and data (Veh: N = 6, sGC: N = 6) were normalized by residuals with RUVSeq (version 1.4.0)^64^. 

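Within the first F3 batch alone, with 6 Veh and 4 sGC animals, 2 genes had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg). With the batch as a covariate over all 12 animals there were 3. The second batch holds sGC animals only among the samples tested, so it gives no comparison of its own. ACTA2, which was among the primers for qRT-PCR, had a log2 fold change of 0.59 in F3 (limma, adjusted p = 0.0768), and GABRD one of 0.41 (limma, adjusted p = 0.125).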

Differential gene expression was assessed as described above.

### Data Availability

Data is available at Gene Expression Omnibus (GEO) repository, accession number GSE85822. Computer code is available upon request.

### Statistical Analyses

Analyses of all data (except RNA-Seq) were conducted using STATISTICA 12 (StatSoft, Inc., Tulsa, OK, USA). Investigator was blinded to the group allocation at the time of analysis, and un-blinded after completing analyses. All data are expressed as mean ± SEM; significance is defined as P < 0.05, trend is defined as 0.05 ≤ P < 0.075. Data from same-sex littermates were meaned to prevent litter bias. Sample sizes (N) correspond to independent litters, and not to the total number of offspring across all litters. Power analyses based on previous studies determined N ≥ 8 sufficient to account for inter-litter variability and detect effects in the tests performed. For RNA-sequencing, Scotty web tool^68^ determined that 4–6 samples per treatment (N = 4–6) with 40–60 million reads per sample allows for detection of 90–96% of genes with ≥1.5 fold change in expression with 80% power at P < 0.05. Following our hypotheses, separate analyses were conducted for sex (female and male), breeding line (MT and PT), and generation (F_1_, F_2_, and F_3_). Outliers were identified using the Rout method in Prism with the Q set to 1%^69^. Missing data points were imputed using the MD Imputation in STATISTICA 12 package^70^. Data from individual animals were excluded if no data were collected for a specific test or if >50% of data points were missing for a specific test. Cortisol area under the curve (AUC) was computed using the trapezoid rule with y = 0 as baseline for total AUC (AUC_T_) and y = the value at time 0 as the baseline for net AUC (negative and positive areas were summed; AUC_N_) as previously described^17^. Two-tailed student’s t-tests were used to analyze the total activity in the OF (Activity Units; AU), distance traveled during first 5 minutes in OF (cm), percent of time spent in outer zone during first 5 minutes in OF, AUC_T_ and AUC_N_ (ng/mL), acoustic startle response, 24-hour average body temperature (°C), organ:body-weight ratio, and fold-change in gene expression from Veh. Data sets with unequal variances between treatment groups were first log-transformed, and if the variances were still unequal a non-parametric Mann Whitney test was used. Two-way ANOVA with repeated measures and Tukey HSD post-hoc tests were used to analyze body measures (treatment × postnatal age; cm), weight gain (treatment × postnatal age; g), cortisol response to OF (treatment × time; ng/ml), PPI (treatment × prepulse intensity), and home-cage activity (treatment × time of day; AU).

## Electronic supplementary material

Supplementary Information

Supplementary Data Table 1

# Supplementary material for: Prenatal Glucocorticoid Exposure Modifies Endocrine Function and Behaviour for 3 Generations Following Maternal and Paternal Transmission
**Source:** Sci Rep. 2017 Sep 18;7:11814. doi: 10.1038/s41598-017-11635-w
**Supplement:** Supplementary file 1 — Supplementary Information

PRENATAL GLUCOCORTICOID EXPOSURE MODIFIES ENDOCRINE FUNCTION AND BEHAVIOUR FOR 3 GENERATIONS FOLLOWING MATERNAL AND PATERNAL TRANSMISSION

Vasilis G. Moisiadis, Andrea Constantinof, Alisa Kostaki, Moshe Szyf, Stephen G. Matthews

**Supplementary Fig. 1. qRT-PCR validation of RNA-seq results. A)** Correlation of sequencing data to qPCR data (each point represents one gene): R2=0.9763; y=1.007x + 0.1897; P=2.69e-05. **B)** Comparison of fold change (from control) in expression observed from RNA-seq (closed bars) and qPCR (open bars).

How the deposited data were processed for this re-analysis (not part of the article)

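PVN tissue punches of female guinea pigs of the paternal line were sequenced in F1 (5 Veh, 5 sGC), F2 (5 Veh, 5 sGC) and F3 (6 Veh, 6 sGC). The authors aligned the reads to the cavPor3 assembly, counted them on genes with GenomicAlignments, corrected the F3 batches with ComBat and normalized by residuals with RUVSeq. The deposited values are normalized counts rounded to whole numbers, with no fixed range, and were treated as a score and not as raw reads. The deposited tables also hold the authors' log2 fold change, their likelihood ratio score, their dispersion and their p-value with its false discovery rate from edgeR. The number of directions removed by the residual normalization is not given in the paper's text. From the values, 1 direction was removed in F1, 1 in F2 and 2 in F3, since as many singular values of the centred log values were close to 0.

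Each generation was fitted in its own table with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(value + 1), with a pseudocount of 1, for genes with a mean of at least 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. This design, its alternatives, the gene lists and the rule for named genes were set before the data were examined. The deposited sample totals differed in F1 and F2, and the design did not scale them, so each fold change in F1 and F2 also holds the difference in totals between the groups. The median log2 fold change of all genes moved by less than 0.1 with scaling, and set medians are given relative to it. Scaling to the sample total, the removed directions as covariates and a negative binomial likelihood ratio test with the authors' dispersions were added after seeing the data.

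Gene sets were tested two-sided with camera (preset inter-gene correlation 0.01), with fry, camera with an estimated correlation and a GSEA statistic over all sample permutations as alternatives. The exact permutation p-value of the GSEA statistic is the share of permutations with a score of the same sign that is as large. Lists were the genes of Table 3, the labels of Fig. 7B or symbol rules, since the gene set collections of the study were not used here. Cell type marker lists served only to weigh the cell content of the punches. Overlaps were tested with Fisher's exact test and differences of effects between generations with 100000 permutations of the treatment labels within each generation. The authors normalized within the real groups, which favours the real labels in all tests that permute the samples. The named genes are those the paper names for the PVN and, per generation, the 3 largest rises and 3 largest falls among genes under the threshold with a mean of at least 50 and no overlap between groups. Of these, ACTA2 was tested only in F3. Re-sequenced F3 libraries were not analysed here. No correction for GC content or gene length was made, because no annotation of the build was used here.

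The procedure was tested on simulated data with 200 changed genes of log2 fold change 1 or -1. It recovered 84.0% of them in F1 among 11874 genes, 88.0% in F2 among 11965 and 97.5% in F3 among 11866. Unchanged genes made up 6.67% of the calls in F1 (12 genes), 3.3% in F2 (6 genes) and 8.45% in F3 (18 genes), above the threshold of 5% in F1 and F3. The sums of values per sample and the number of animals set the precision. No count-based interval is given, since the values are not raw reads.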

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

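The tests of PVN tissue, of oligodendrocyte content and the exact permutation tests of the marker lists were chosen after the results were seen. Of 168 groups examined for a sample apart from the others, 8 had one, and chance alone gives about 8.4, so no pattern is read from them. On the log2 scale they were AVP in F1 Veh replicate SGM19 at 15.57 against 16.43 to 16.75 in the others, KIAA1217 in F1 Veh replicate SGM7 at 8.15 against 7.91 to 7.96, ANK1 in F1 sGC replicate SGM8 at 11.11 against 10.48 to 10.60, ONECUT2 in F1 sGC replicate SGM20 at 7.53 against 8.27 to 8.54, CRH in F2 Veh replicate SGM29 at 7.35 against 7.99 to 8.16, and COL18A1 in F2 sGC replicate SGM30 at 10.23 against 9.73 to 9.82. The mean of the peptide receptor genes relative to all genes was -1.66 in F3 sGC replicate SGM21-batch2 against -1.48 to -1.43, an animal of the second sequencing batch. The sample total of F1 sGC replicate SGM20 was 16.2 M (mega) against 19.1 to 20.0 M in the other F1 sGC animals.

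CRH differed between generations. Its log2 fold change was -1.17 in F1 and 0.54 in F2, a difference of -1.71 (permutation test, two-sided, 100000 permutations, p = 0.00149, adjusted p = 0.0179 over 12 comparisons by Benjamini-Hochberg). All 5 F1 sGC animals lay below the Veh mean, and all 5 F2 sGC animals above it. The groups overlapped, with 37 to 286 normalized counts in F1 sGC and 214 to 424 in F1 Veh. In F2 they were 256 to 566 in sGC and 162 to 285 in Veh. The authors normalized within the real groups, which favours the real labels in this permutation test. Because F1 and F2 were normalized apart, the difference is one of fold changes and not of levels. AVP (difference -1.87, adjusted p = 0.108 by the permutation test) and TRH (difference -1.13, adjusted p = 0.108) did not pass after adjustment, with unadjusted permutation p-values of 0.027 and 0.0211. With median-of-ratios size factors, chosen after seeing the data, TRH passed (difference -1.27, permutation test, adjusted p = 0.0389), CRH passed again (difference -1.85, adjusted p = 0.0072) and AVP did not (difference -2.01, adjusted p = 0.0561). A lower share of PVN tissue in the F1 sGC punches is a candidate explanation. The other 8 PVN neuroendocrine markers fell as a set under camera (p = 0.00164), but 5 of 8 were lower and the set did not pass under fry (p = 0.236) or in an exact permutation test of the GSEA statistic (p = 0.183). OXT had a log2 fold change of -1.54, CALB2 one of -0.70, OTP -0.64, SST -0.63 and SIM1 -0.34. FEZF1 had one of 0.48, PCSK1 0.16 and SCG2 0.02. These genes were listed with the PVN markers but are not specific to the PVN. Their values therefore do not count against a lower share of PVN tissue. Markers of the neighbouring hypothalamus and thalamus did not pass as a set in F1 (camera, p = 0.684; exact permutation test, p = 0.0635), but their median lay 0.21 above that of all genes and 7 of 10 were higher. Of the 10, 2 passed over all genes tested and 5 adjusted over the list alone. These values leave open a punch that took in more of the neighbouring tissue. The position of the punch and an effect of sGC on these neurons cannot be told apart with these values, because both would lower the same genes. An effect of treatment remains open.

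In F2, oligodendrocyte markers were lower in sGC, a cell type the paper does not report on, with a median log2 fold change of -0.75 over 14 genes (camera, p = 3.16e-15; fry, p = 0.00195; estimated correlation, p = 0.0248). The exact permutation test of the GSEA statistic did not pass (p = 0.0714). Adjusted over the list alone 13 of the 14 passed, against 0 over all genes tested. Among the abundant genes of the list, MOBP had a mean of 15364 normalized counts in Veh and 7747 in sGC. Both groups expressed all 14 genes, so these are changes in level. The PVN neuroendocrine markers were higher in the same animals (camera, p = 9.11e-08; fry, p = 0.0164; exact permutation test, p = 0.119), with a median 0.28 above that of all genes over 11 genes. If oligodendrocytes were fewer and nothing else changed, the markers of every other cell type would rise alike. The lowest of them, the endothelial markers, lay at -0.24 relative to all genes, which argues against this as the whole cause. A punch that took in less white matter, or a change in the animals, remains open.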

How the results depend on the processing

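Across the alternatives, the cause of a change was not tested unless stated. Alternatives were set before the data were examined except scaling to the sample total, the removed directions as covariates and the negative binomial test, and, for differences between generations, the size factors, all chosen after seeing the data. The groups compared share no replicate numbers. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. Not run were the GC content and length correction, the re-sequenced libraries and the tests that need raw counts.

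In F1, 78 genes passed, and 2053 with median-of-ratios size factors (1008 higher, 1045 lower), 2084 with quantile normalization (917 higher, 1167 lower), 1943 scaled to the sample total, 535 with the library number as covariate, 30 with limma without trend and 749 with the negative binomial likelihood ratio test. The median SD of genes within the F1 groups was 0.207 before and 0.12 after scaling. From 15 genes, without Veh replicate SGM15, to 474, without Veh replicate SGM7, passed across the 10 fits that each left out one animal. In F2, 0 genes passed, and 17 with a mean of at least 50, 42 with quantile normalization and 188 with the negative binomial likelihood ratio test, with 0 to 114 across the 10 fits that each left out one animal, the most without Veh replicate SGM28. In F3, 6 passed, and 2 with the library number as covariate, 10 with limma without trend, 2 in the first batch only, 3 with the batch as covariate, 1 with the removed directions as covariates and 56 with the negative binomial likelihood ratio test, with 1, without Veh replicate SGM1, to 15, without sGC replicate SGM18, across the 12 fits that each left out one animal. Genes shared by F1 and F2 numbered 0, and 4 with quantile normalization and 10 with the negative binomial test, with 0 to 1 when one animal was left out (1 without F2 Veh replicates SGM22 or SGM28). Genes shared by F1 and F3 numbered 0, and 2 with size factors, 2 with quantile normalization, 2 scaled to the total and 6 with the negative binomial test, with 0 to 1 when one animal was left out (1 without F1 Veh replicate SGM7 or sGC replicates SGM12 or SGM16).

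Sets are given by their unadjusted p-value, and passing refers here to that value. The F1 HPA Activity set changed direction with a mean of at least 50 (0.808), size factors (0.403), quantile normalization (0.322), the library number (0.898), scaling to the total (0.425), fry (0.444) and the GSEA statistic (0.698), and ranged from 0.293 to 0.971 when one animal was left out, with the direction changed without SGM15 (0.782), SGM19 (0.886) and SGM8 (0.971). The F2 HPA Activity set passed with a mean of at least 50 (0.0224), changed direction under fry (0.776), and ranged from 0.0193 to 0.177 when one animal was left out, passing without Veh replicate SGM23 (0.0193) and sGC replicates SGM21 (0.0407) and SGM26 (0.0392). Under fry, the estimated correlation and the GSEA statistic, the respiratory chain genes did not pass in F1 (0.397, 0.287 and 0.119) or in F2 (0.0561, 0.335 and 0.0556). By the same 3 tests, the F2 peptide receptor genes (0.715, 0.152 and 0.452), the F1 methyltransferase genes (0.776, 0.509 and 0.23), the F2 feeding neuropeptide genes (0.445, 0.0876 and 0.135), the F1 clock genes (0.151, 0.523 and 0.0794) and the F1 cytokine and receptor genes (0.192, 0.568 and 0.198) did not pass. The F1 collagen genes did not pass with the estimated correlation (0.156) or the GSEA statistic (0.111), the F1 type II diabetes list with the estimated correlation (0.139), and the F2 thermoregulation list with the estimated correlation (0.229). These lists of Fig. 7B were chosen by the study on these samples, so how they fare under the alternatives is no evidence of stability. The F1 clock genes also failed with size factors (0.0552), the library number (0.0614) and scaling to the total (0.0573), and the F1 cytokine genes with a mean of at least 50 (0.0689), size factors (0.0571), quantile normalization (0.119) and scaling to the total (0.0671). The F3 collagen genes passed with quantile normalization (0.0361), the library number (0.0429), the first batch only (0.00859) and the batch as covariate (0.00832). The F2 cytokine genes changed direction with size factors (0.738), quantile normalization (0.359), scaling to the total (0.634), fry (0.536), the GSEA statistic (0.698) and without SGM28 (0.547). The F1 GABA genes changed direction without the filter (0.989) and without SGM3 (0.979), SGM8 (0.808) and SGM12 (0.525). When one animal was left out, p ranged from 0.0103 to 0.0981 for F1 clock genes, 4.6e-08 to 0.0599 for F1 collagen, 0.0114 to 0.428 for F1 cytokine, 0.525 to 0.979 for F1 GABA, 0.0716 to 0.749 for F2 cytokine and 0.0157 to 0.384 for F3 collagen genes. The F1 collagen set no longer passed without Veh replicate SGM7 (0.0599), the F1 cytokine set without Veh replicate SGM7 (0.428) or sGC replicate SGM4 (0.177), and the F1 clock set without SGM3 (0.0616), SGM19 (0.0652), SGM4 (0.0903), SGM12 (0.0572), SGM16 (0.0981) or SGM20 (0.0784). The F3 collagen set passed without sGC replicate SGM21-batch2 (0.0157).

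Among the named genes, 12 came under the threshold and 0 left it with size factors, with quantile normalization and with scaling to the total alike. With the negative binomial test 35 came under it and 0 left, and with the library number 9 and 2. These numbers were 2 and 0 with a mean of at least 50, and 2 and 5 with limma without trend. With the batch as covariate they were 1 and 2, and in the first batch only 0 and 2. With the removed directions as covariates 0 came under it and 4 left. Summed over the fits that each left out an animal, 41 came under it and 42 left. Sign changes were seen for AVP, CRH and TRH in F3, whose values are near 0. AVP was -0.0059 with the library number and -0.10 with the negative binomial test, and ranged from -0.17 to 0.25 when one animal was left out. CRH ranged from -0.20 to 0.078 and TRH from -0.38 to 0.014. The difference between F1 and F2 in the median of the respiratory chain genes was 0.01, and -0.12 with size factors. The difference between F1 and F2 in TRH was -1.13, and passed after adjustment with size factors at -1.27 (permutation test, adjusted p = 0.0389). That in the respiratory chain genes between F1 and F3 was -0.15, and -0.22 with size factors (permutation test, p = 0.00454, adjusted p = 0.0272). That between F2 and F3 was -0.17, and -0.095 with size factors (permutation test, p = 0.0288, adjusted p = 0.0691).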

Differences from the paper's values

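The paper gives about 45 M reads per sample, and the deposited values sum to a median of 18.8 M, after counting on genes and normalization.

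The paper's number of differentially expressed genes is 758 in F1 (597 increased, 161 reduced), against 78 here (72 and 6). Of the alternatives set before the data were examined, the library number as covariate gave 535 genes (523 increased) and leaving out Veh replicate SGM7 gave 471 increased, within 1.5 times the paper's numbers. None of the others set before the data were examined closed the gap, and none did for the reduced genes. In F2 the paper's numbers are 199 (115 increased, 84 reduced), against 0 here (0 and 0). Leaving out Veh replicate SGM28 gave 114 reduced genes, and no other alternative set before the data were examined closed the gap. In F3 they are 42 (11 increased, 31 reduced), against 6 here (1 and 5), and no alternative set before the data were examined closed the gap. The paper's shared genes number 11 for F1 and F2 and 7 for F1 and F3, against 0 and 0 here, and no alternative set before the data were examined closed the gap. The negative binomial likelihood ratio test with the authors' dispersions, chosen after seeing the values, closed the gap for all of these numbers. It gave 749 genes in F1 (567 increased, 182 reduced), 188 in F2 (107 and 81) and 56 in F3 (14 and 42), with 10 shared by F1 and F2 and 6 by F1 and F3.

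For AVP the paper's log2 fold change is -1.016 in F1, against -1.47 here. The values with size factors, quantile normalization, the library number and limma without trend lay within the larger error, as did 6 of the fits that left out one animal (without Veh SGM3, SGM7 or SGM15, or sGC SGM4, SGM8 or SGM20). The negative binomial test, chosen after seeing the values, gave -1.02. In F3 the paper's value for AVP is -0.110, against 0.04. The library number and 6 fits that left out one animal gave the paper's sign. The negative binomial test, chosen after seeing the values, gave -0.10. For CLOCK in F2 the paper's value is 0.092, against 0.014, and size factors, quantile normalization, the library number and 7 fits that left out one animal lay within the error. In F2 the paper's values are 0.011 for CRY1 (here -0.065), 0.013 for CRY2 (here -0.068), 0.040 for NFKB1 (here -0.042), 0.059 for NR3C1 (here -0.020), 0.036 for PER1 (here -0.048) and 0.059 for PER2 (here -0.030), and in F1 -0.019 for CRY2 (here 0.031). Size factors closed the gap for all of these 7 values, and quantile normalization for CRY2 in both generations, NR3C1, PER1 and PER2. Leaving out 1 animal closed it for CRY1 (1 fit), NFKB1 (3 fits), NR3C1 (3 fits), PER2 (2 fits) and CRY2 in F1 (2 fits), and no other alternative set before the data were examined did.

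The paper states that Nr3c2 was the only classic HPA gene changed in F1. Without scaling, NR3C2 (limma, adjusted p = 0.171), CLOCK (0.11) and TRH (0.0802) did not pass. All 3 passed with size factors, quantile normalization, scaling to the total and the negative binomial test, the last 2 chosen after seeing the values, and are under the threshold in the authors' deposited table. NR3C2 and CLOCK also passed with the library number as covariate and without Veh replicate SGM7, and TRH without sGC replicates SGM8, SGM12 or SGM16. The paper names Ndufs6 and Cyc1 among genes reduced in F1 and F2. Neither passed in F2 under the alternatives run, and in F1 both passed with size factors, quantile normalization and scaling to the total, and under no other alternative run. In Table 1 the paper gives a cytokine receptor set as lower in F2 and a collagen set as higher in F3, and in its text a signature of reduced GABA signaling in F1. Here the genes chosen by symbol did not pass in any of these (camera, limma, adjusted p = 0.575 for cytokine and receptor genes in F2, adjusted p = 0.167 for collagen genes in F3, adjusted p = 0.974 for GABA genes in F1). The F3 collagen genes passed with quantile normalization, the library number, the first batch only and the batch as covariate.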

Other observations

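The tests of scaling and the exact permutation tests of the marker lists were chosen after the results were seen, and those of other groupings, expression level and oligodendrocyte content within groups before. Each count of splits below is of 100 splits of the samples into groups of the same sizes, the real one included. The authors normalized within the real groups, which favours the real split. With size factors, F1 had 2053 genes in the real split and at most 1 in any other split drawn. For that reason a low count is weaker evidence than it would be on raw values. As many differentially expressed genes as in the real split came from 1 split in F1 and 1 in F3. In F2, where 0 genes passed, all 100 splits have at least as many by construction, so this count says nothing about F2. For the sets in F1 the number of splits with a result as large was 93 for HPA Activity, 16 for the respiratory chain, 45 for collagen, 22 for clock, 57 for cytokine, 100 for GABA and 2 for methyltransferase genes. In F2 it was 13 for HPA Activity, 4 for the respiratory chain, 13 for peptide receptor, 71 for cytokine and 10 for feeding neuropeptide genes. In F3 it was 49 for HPA Activity, 40 for collagen and 13 for peptide receptor genes. The lists taken from Fig. 7B were chosen on the real split, so their counts of 2 for type II diabetes in F1, 2 for thermoregulation in F2 and 1 for immune response in F3 say nothing about chance.

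The number of F1 genes under the threshold rose from 78 to 2053 with size factors. The median SD of genes within groups after scaling was 0.579 of that before, so sample totals that differ within the groups may account for the rise. With the direction removed by the normalization as a covariate, 65.9% of the 2053 genes still passed. The deposited values hardly vary along that direction, so the covariate cannot give back the spread that was removed. This test therefore does not exclude the normalization as a cause.

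Of the other cell type lists, the endothelial markers were higher than other genes in F1 under camera (p = 0.000336; exact permutation test, p = 0.31) and lower in F2 (p = 0.00295; exact permutation test, p = 0.143), and the ependymal and choroid markers were higher in F2 (p = 0.00154; exact permutation test, p = 0.143). The exact permutation p-value was 0.452, 0.73 and 0.245 for astrocyte, 0.762, 0.437 and 0.214 for microglia and 0.548, 0.484 and 0.156 for neuron markers in F1, F2 and F3. For oligodendrocyte markers it was 0.643 in F1 and 0.329 in F3, for PVN neuroendocrine markers 0.0873 and 0.857, for ependymal and choroid markers 0.587 and 0.643, and for endothelial markers 0.4 in F3. Neighbouring tissue markers gave 0.54 in F2 and 0.268 in F3.

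The genes the paper lists as shared by F1 and F2 mostly rose in F1 and fell in F2. One hypothesis is that they follow the oligodendrocyte content of the F2 punches. Within the F2 groups, the 9 that fell had a median correlation of 0.689 across animals with the mean of the oligodendrocyte markers, at percentile 100.0 of 10000 random lists matched on mean expression, whose median was -0.04. This is in line with a shared cell source and does not separate a difference in dissection from one in the animals.

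Respiratory chain genes are highly expressed, so expression level might account for their fall. Of 10000 random lists matched on mean expression, 0% had a median as low in F1 and 0% in F2, which argues against it. Ribosomal protein genes, which the paper does not discuss, moved with them (camera, p = 1.94e-10 in F1 and 1.06e-05 in F2) and neither passed under fry (p = 0.418 and 0.11) or in an exact permutation test of the GSEA statistic (p = 0.103 and 0.27). In F3 they were higher (camera, p = 8.08e-10; fry, p = 0.122; exact permutation test, p = 0.182).

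Across 11539 genes, the effects in F1 and F3 had a Pearson r of -0.201 and a Spearman rho of -0.214. Genes are not independent replicates, and 9 of 100 regroupings of the samples gave as negative a correlation, so the opposite directions may be due to chance. For F1 and F2 r was -0.0937 and rho 0.00963, of opposite signs, and for F2 and F3 r was -0.0416 and rho -0.0983, the family being 3 comparisons.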
